# Homeostatic activation of aryl hydrocarbon receptor by dietary ligands dampens cutaneous allergic responses by controlling Langerhans cells migration

**DOI:** 10.7554/eLife.86413

**Published:** 2023-05-16

**Authors:** Adeline Cros, Alba De Juan, Renaud Leclère, Julio L Sampaio, Mabel San Roman, Mathieu Maurin, Sandrine Heurtebise-Chrétien, Elodie Segura

**Keywords:** Langerhans cells, allergy, aryl hydrocarbon receptor, Mouse

## Abstract

Dietary compounds can affect the development of inflammatory responses at distant sites. However, the mechanisms involved remain incompletely understood. Here, we addressed the influence on allergic responses of dietary agonists of aryl hydrocarbon receptor (AhR). In cutaneous papain-induced allergy, we found that lack of dietary AhR ligands exacerbates allergic responses. This phenomenon was tissue-specific as airway allergy was unaffected by the diet. In addition, lack of dietary AhR ligands worsened asthma-like allergy in a model of ‘atopic march.’ Mice deprived of dietary AhR ligands displayed impaired Langerhans cell migration, leading to exaggerated T cell responses. Mechanistically, dietary AhR ligands regulated the inflammatory profile of epidermal cells, without affecting barrier function. In particular, we evidenced TGF-β hyperproduction in the skin of mice deprived of dietary AhR ligands, explaining Langerhans cell retention. Our work identifies an essential role for homeostatic activation of AhR by dietary ligands in the dampening of cutaneous allergic responses and uncovers the importance of the gut–skin axis in the development of allergic diseases.

## Introduction

Development of immune-mediated diseases is affected by numerous environmental factors, including nutrition. Dietary compounds can modulate immune cells homeostasis and inflammatory immune responses (Wu et al., 2018), affecting in particular the susceptibility to allergy (Julia et al., 2015). However, the impact of individual nutrients and the molecular mechanisms involved remain incompletely understood. In particular, whether dietary metabolites that activate the aryl hydrocarbon receptor (AhR) influence type 2 allergic responses remains unclear.

Type 2 allergic responses result from dysregulated immune responses mediated mainly by IL4, IL5, and IL13. In the skin and lungs, allergens trigger the secretion by keratinocytes or epithelial cells of alarmins, such as thymic stromal lymphopoietin (TSLP) (Deckers et al., 2017a; Akdis et al., 2020). These soluble mediators stimulate the production of IL4, IL5, and IL13 by type 2 innate-like lymphoid cells (ILCs) and basophils, and the activation of dendritic cells (DCs) (Deckers et al., 2017a; Akdis et al., 2020). After their migration to the lymph nodes, activated DCs polarize CD4 T cells into Th2 cells that themselves secrete IL4, IL5, and IL13, thereby stimulating the production of IgE and amplifying the type 2 inflammatory response (Deckers et al., 2017a; Akdis et al., 2020). Nutritional compounds can affect multiple players of the type 2 inflammatory cascade through recognition by G-protein-coupled and nuclear receptors. For instance, mice fed on a high-fiber diet have increased levels of short-chain fatty acid propionate and decreased susceptibility to airway allergy due to impaired induction of Th2 polarization by lung DC (Trompette et al., 2014). Mice with a vitamin D-deficient diet display lung inflammation, high blood IgE levels, and increased numbers of lung Th2 cells (Vasiliou et al., 2014). Dietary interventions are therefore a promising strategy for preventing the development of allergic diseases, in particular in children (Trambusti et al., 2020; Trikamjee et al., 2020). However, a better understanding of the effects of each family of dietary compounds is needed.

AhR is a nuclear receptor-sensing metabolite produced mainly by the breakdown of food components or from tryptophan catabolism by intestinal microbiota (Rothhammer and Quintana, 2019; De Juan and Segura, 2021). Imbalance in gut-derived AhR ligands worsens inflammation in the intestine during inflammatory bowel disease (Monteleone et al., 2011; Lamas et al., 2016; Hubbard et al., 2017) and in the central nervous system during neuroinflammation (Rothhammer et al., 2018; Rothhammer et al., 2016). Whether dietary AhR ligands also play a role in other pathological contexts requires further investigation. In particular, AhR exerts broad functions in barrier tissues including skin and lung (Esser and Rannug, 2015), where AhR activation has been reported to limit inflammation (Di Meglio et al., 2014; Beamer and Shepherd, 2013). The impact of dietary AhR ligands in allergic responses at such barrier sites remains unknown.

In this study, we explored the role of dietary AhR ligands in the development of type 2 allergic responses using papain as a model allergen. We showed that lack of dietary AhR ligands exacerbates cutaneous, but not airway, papain-induced allergy. In addition, we found that lack of dietary AhR ligands during allergen cutaneous sensitization worsened asthma-like airway allergy in a recall phase, a model for ‘atopic march.’ We demonstrated that lack of dietary AhR ligands impacts the inflammatory profile of epidermal cells and increases the production of bioactive TGF-β, causing the retention of Langerhans cells in the skin, in turn leading to exaggerated Th2 responses in the lymph nodes. Our results identify a major role for dietary AhR ligands in the modulation of cutaneous allergic responses.

## Results

### Lack of dietary AhR ligands exacerbates cutaneous allergic type 2 responses

To study the impact of dietary AhR agonists on allergic responses, we sought to compare mice fed with diets either poor or rich in AhR agonists. Normal mouse chow contains phytochemicals that can act as precursors of AhR agonists, in particular indole-3-carbinole (I3C) (Bjeldanes et al., 1991), which is detected in the serum of mice fed on normal chow diet (Figure 1—figure supplement 1A). To avoid confounding effects, we used a standard purified diet (AIN-93M) that is naturally poor in phytochemicals (hereafter termed ‘AhR-poor diet’) and the same diet enriched for I3C (hereafter termed ‘I3C diet’). As a proof of principle, we verified that I3C concentration in the serum of mice fed on the AhR-poor or I3C diet was significantly different (Figure 1—figure supplement 1A). To confirm that these diets induced different levels of AhR activation in vivo, we analyzed the expression in liver cells of the canonical AhR target gene *Cyp1a1*. Mice fed on the normal chow and I3C diets showed similar expression of *Cyp1a1*, while mice fed on the AhR-poor diet had almost undetectable expression of *Cyp1a1* (Figure 1—figure supplement 1B), validating that the AhR-poor diet contains negligeable amounts of natural AhR agonists. To study type 2 allergic responses, we chose the model protease allergen papain (Shimura et al., 2016; Kamijo et al., 2013; Sokol et al., 2008). To validate that the I3C diet would mimic normal conditions in this model, we analyzed Th2 cells induction in mice fed on normal chow or I3C diet. After footpad injection of papain, we observed similar Th2 induction in the draining lymph nodes in both groups (Figure 1—figure supplement 1C). IL4 and IL13 were increased by papain exposure, while IL5 secretion was not significantly different from the control condition. Finally, to confirm that only AhR agonists from the diet were modulated in this setting, we measured the serum concentration of L-kynurenin (produced by host metabolism), 3,3'-diindolylmethane (DIM, generated by the degradation of I3C in the stomach), and indole-3-acetic acid (produced by microbiota metabolism from food components) (De Juan and Segura, 2021; Bjeldanes et al., 1991). DIM, but not L-kynurenin or indole-3-acetic acid, was decreased in the serum of mice fed on the AhR-poor diet (Figure 1—figure supplement 1D). Collectively, these results validate our experimental set up. For the rest of the study, we compared mice fed on the I3C and AhR-poor diets.

We first analyzed cutaneous allergic responses to papain challenge in the footpad. Histological analysis showed epidermal hyperplasia upon papain exposure only in the foot of mice fed on the AhR-poor diet (Figure 1A and B and Figure 1—figure supplement 1E). To assess the induction of Th2 responses, we analyzed draining lymph nodes after 6 d. The number of CD4 T cells and B cells was similar in mice fed on the IC3 or AhR-poor diets (Figure 1C), suggesting that the diet had no impact on CD4 T cells or B cells proliferation. We restimulated normalized numbers of lymph nodes T cells ex vivo and measured cytokine secretion. While IL4 secretion was induced similarly in both groups of mice, the production by T cells of Th2 cytokines IL5 and IL13 was exacerbated in mice fed on the AhR-poor diet (Figure 1D). To confirm these results in a setting of epicutaneous sensitization, we applied papain topically on the skin, without any abrasion, and restimulated T cells from the draining lymph node after 6 d (Figure 1E). Similarly, we found that mice fed on the AhR-poor diet showed higher secretion of IL5 and IL13 upon papain exposure. The secretion of IL10, IFN-γ, and IL17A upon papain challenge was also increased in mice fed on the AhR-poor diet in the footpad setting (Figure 1—figure supplement 1F), but not with topical application (Figure 1—figure supplement 1G). We concluded that lack of dietary AhR ligands amplifies allergic responses after cutaneous allergen exposure.

**Figure 1.**
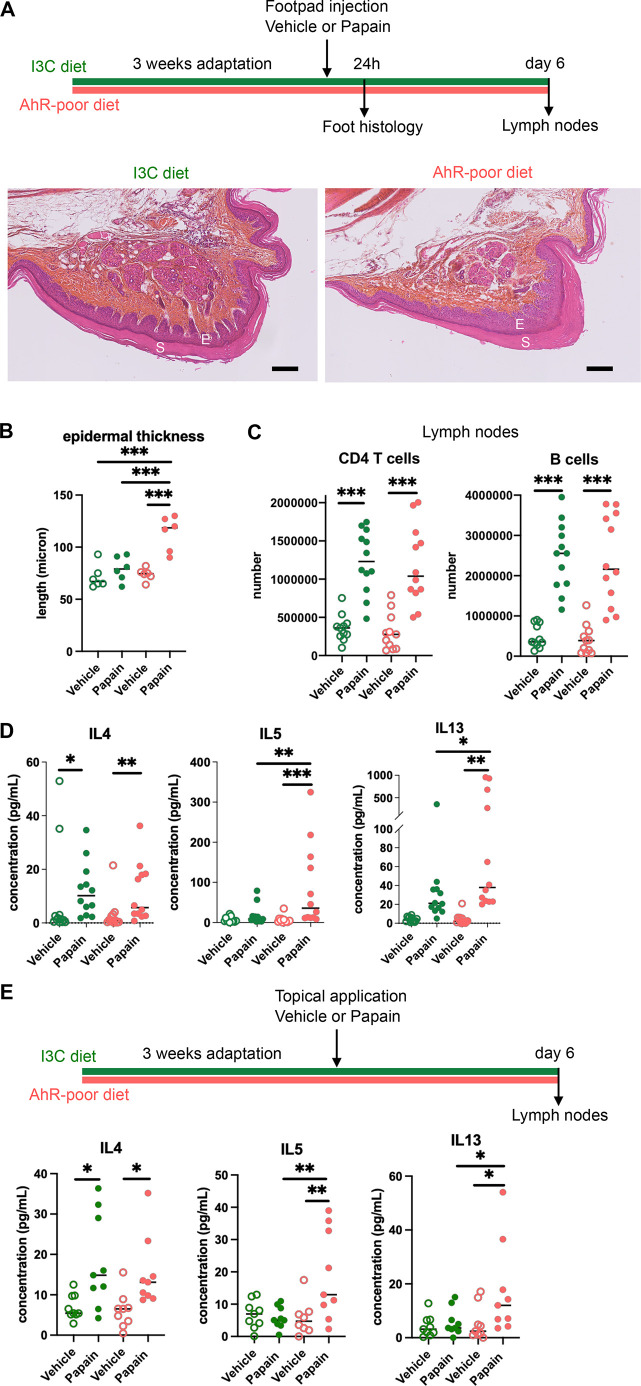
Lack of dietary aryl hydrocarbon receptor (AhR) ligands exacerbates cutaneous allergic type 2 responses. Mice were placed on AhR-poor diet or enriched in indole-3-carbinol (I3C diet) for 3 wk of adaptation prior to the start of experiments. (**A–D**) Papain or vehicle (PBS) was injected in the footpad at day 0. Mice were sacrificed for analysis either after 24 hr or at day 6. (**A, B**) Tissues were analyzed by histology 24 hr after papain injection (hematoxylin, eosin, and Safran staining). (**A**) Representative results (n = 6 per condition). E = epidermis, S = *stratum corneum*. Bar = 100 μm. (**B**) Epidermal thickness was measured on images. Median is shown (n = 6 in two independent experiments). One-way ANOVA. (**C, D**) After 6 d, cells from the draining lymph nodes were analyzed. (**C**) CD4 T cells and B cells counts. (**D**) Normalized numbers of T cells were restimulated ex vivo, and cytokine secretion was measured in the supernatant after 24 hr. Median is shown (n = 11–12 in three independent experiments). Kruskal–Wallis test. (**E**) Papain or vehicle (PBS) was applied topically at day 0. Mice were sacrificed for lymph nodes analysis at day 6. Normalized numbers of T cells were restimulated ex vivo, and cytokine secretion was measured in the supernatant after 24 hr. Median is shown (n = 9 in three independent experiments). Kruskal–Wallis test. For all panels *p<0.05; **p<0.01; ***p<0.001.

**Figure 1—figure supplement 1.**
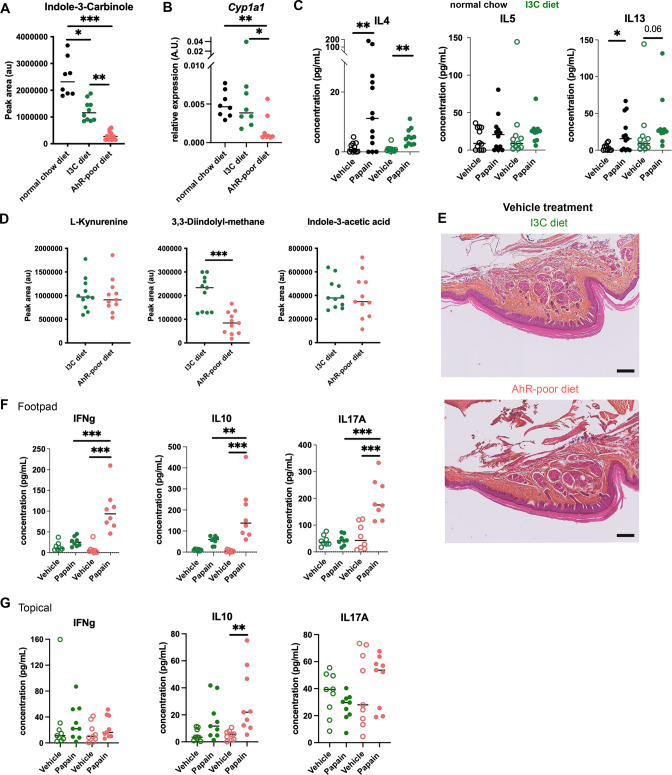
Comparable cutaneous allergic Th2 responses in mice fed with normal chow and indole-3-carbinol (I3C) diet. Mice were placed on aryl hydrocarbon receptor (AhR)-poor or I3C diet for 3 wk of adaptation prior to the start of experiments. (**A**) Relative abundance of I3C was measured in the serum at day 0. Median is shown (n = 8–11 in two independent experiments). (**B**) Liver lysates were analyzed by RT-qPCR at day 0. Median is shown (n = 8 in two independent experiments). One-way ANOVA. (**C**) Papain or vehicle (PBS) was injected in the footpad at day 0. After 6 d, normalized numbers of lymph node T cells were restimulated ex vivo and cytokine secretion was measured in the supernatant. Median is shown (n = 11–13 in three independent experiments). Kruskal–Wallis test. (**D**) Relative abundance of AhR agonists was measured in the serum at day 0. Median is shown (n = 11 in two independent experiments). (**E**) 24 hr after vehicle injection, tissues were analyzed by histology (hematoxylin, eosin and Safran staining). Representative results (n = 6 per condition). Bar = 100 μm. (**F, G**) 6 d after footpad injection (**F**) or topical application (**G**), normalized numbers of lymph node T cells were restimulated ex vivo and cytokine secretion was measured in the supernatant. Median is shown (n = 11–12 in three independent experiments). Kruskal–Wallis test. For all panels *p<0.05; **p<0.01; ***p<0.001.

### Lack of dietary AhR ligands does not impact airway allergic type 2 inflammation

To address whether this phenomenon occurred with other exposure routes, we used a model of asthma-like airway allergy induced by repetitive intranasal exposure to papain. Papain challenge induced airway inflammation with infiltration of eosinophils, monocytes, and CD4 T cells as assessed in the bronchoalveolar space (Figure 2A and Figure 2—figure supplement 1). There was no difference in cell numbers between mice fed on the I3C or AhR-poor diets (Figure 2A). We could also detect IL13 and IL5 in the bronchoalveolar lavage, but cytokine secretion was not increased by the AhR-poor diet compared to I3C diet (Figure 2B). The production of Th2 cytokines by T cells from the pulmonary lymph nodes was also similar between diets (Figure 2C). We also assessed airway hyperreactivity by measuring in lung tissues the expression of the genes coding for mucus protein Mucin 5a (*Muc5ac*) (Young et al., 2007) and CLCA1 (*Gob5*), a molecule produced by goblet cells during hyperplasia (Leverkoehne and Gruber, 2002; Nakanishi et al., 2001). Papain challenge increased the expression of *Muc5ac* and *Gob5* in the lungs, to a similar extent in mice fed on I3C or AhR-poor diets (Figure 2D). Finally, we measured the concentration of IgE in the blood and found comparable levels in both groups of papain-exposed mice (Figure 2E). Collectively, these results indicate that the lack of dietary AhR ligands does not affect airway type 2 allergic responses.

**Figure 2.**
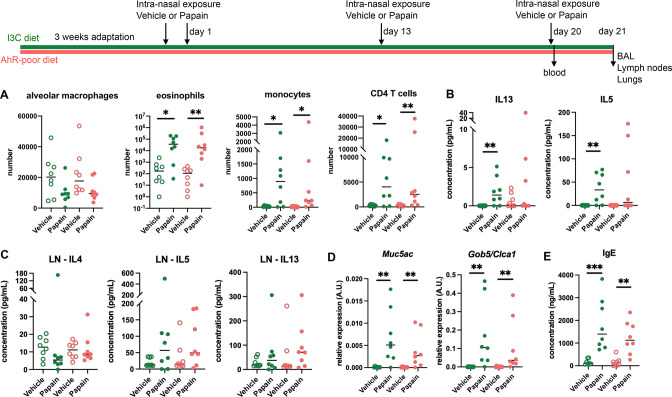
Lack of dietary aryl hydrocarbon receptor (AhR) ligands does not impact airway allergic type 2 inflammation. Mice were placed on AhR-poor or indole-3-carbinol (I3C) diet for 3 wk of adaptation prior to the start of experiments. Mice were exposed to papain or vehicle (PBS) intranasally four times at days 0, 1, 13, and 20. (**A–D**) 24 hr after the last exposure, tissues were analyzed. (**A**) Cell counts in bronchoalveolar lavage. (**B**) Cytokine concentration in bronchoalveolar lavage. (**C**) Normalized numbers of lymph nodes T cells were restimulated ex vivo, and cytokine secretion was measured in the supernatant after 24 hr. LN = lymph nodes. (**D**) Lung lysates were analyzed by RT-qPCR. (**E**) Blood was collected at day 20 and IgE concentration measured in the serum. For all panels, median is shown (n = 8 in two independent experiments). Kruskal–Wallis test. *p<0.05; **p<0.01; ***p<0.001.

**Figure 2—figure supplement 1.**
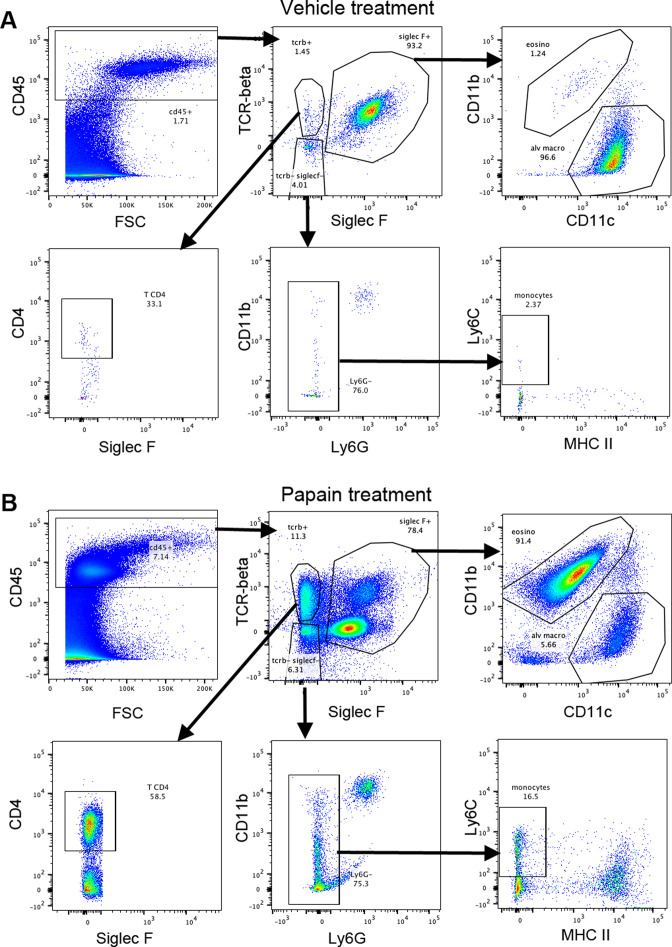
Gating strategy for bronchoalveolar cells. Bronchoalveolar cells were gated on live singlets. One representative example for mice treated with vehicle (**A**) or papain (**B**).

### Lack of dietary AhR ligands worsens airway allergy after skin sensitization

Cutaneous allergen exposure can lead to airway allergy to the same allergen via the induction of Th2 memory CD4 T cells by skin DC (Deckers et al., 2017a), a phenomenon referred to as ‘atopic march’ (Bantz et al., 2014). Therefore, we addressed whether dietary AhR ligands impact asthma-like airway allergy after skin sensitization. To this aim, we fed mice on the I3C or AhR-poor diet only during the sensitization phase and placed all experimental groups on I3C diet 7 d after cutaneous exposure to papain or vehicle via footpad injection. Then, all groups were exposed to papain intranasally. While the number of alveolar macrophages was unaffected by the diet, lack of dietary AhR ligands during the sensitization phase increased the infiltration in the bronchoalveolar space of eosinophils, monocytes, and CD4 T cells (Figure 3A). IL13 secretion was higher in the bronchoalveolar lavage of mice fed on the AhR-poor diet during the sensitization phase, and IL5 concentration showed an increased tendency that was not statistically significant (Figure 3B). Finally, the expression of *Muc5ac* and of *Gob5* in lung tissues was significantly increased in mice deprived of dietary AhR ligands during the sensitization phase (Figure 3C). These results show that the lack of dietary AhR ligands during cutaneous allergen exposure worsens subsequent airway allergy.

**Figure 3.**
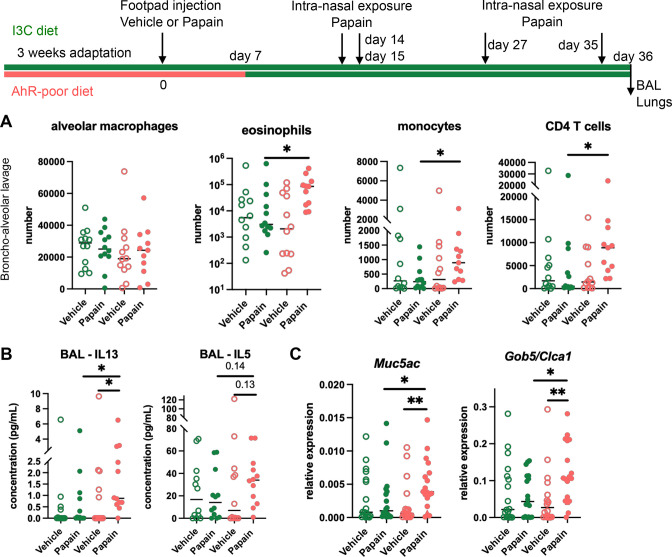
Lack of dietary aryl hydrocarbon receptor (AhR) ligands worsens airway allergy after skin sensitization. Mice were placed on AhR-poor or indole-3-carbinol (I3C) diet for 3 wk of adaptation prior to the start of experiments. Papain or vehicle (PBS) was injected in the footpad at day 0. At day 7, all mice were placed on the I3C diet. Mice were exposed to papain intranasally four times at days 14, 15, 27, and 35. 24 hr after the last exposure, bronchoalveolar lavage (BAL) and lung tissue were analyzed. (**A**) Cell counts in BAL (n = 12 in three independent experiments). (**B**) Cytokine concentration in BAL (n = 12 in three independent experiments). (**C**) Lung lysates were analyzed by RT-qPCR (n=18 in four independent experiments). For all panels, median is shown. Kruskal–Wallis test. *p<0.05; **p<0.01.

### Lack of dietary AhR ligands impairs Langerhans cells migration that increases Th2 responses in the lymph nodes

The contrasting results obtained in cutaneous versus airway papain-induced allergy suggest tissue-specific effects. Because of their central role in Th2 cells induction, we analyzed DC populations. One difference between skin and lung tissues is the presence of Langerhans cells, residing in the epidermis and absent from the lungs. AhR is expressed by Langerhans cells and has been proposed to regulate their numbers in the epidermis (Hong et al., 2020). To address whether lack of dietary AhR ligands affects Langerhans cells maintenance in the epidermis, we quantified epidermal Langerhans cells from mice fed on the I3C or AhR-poor diet. We first imaged the epidermis of mice expressing green fluorescent protein (GFP) under the promoter of *Cd207*/*Langerin* gene (Kissenpfennig et al., 2005; Figure 4A). We found no significant difference between diets in Langerhans cells density. To confirm this observation using another approach, we analyzed footpad epidermal cells by flow cytometry (Figure 4—figure supplement 1A and B) and found no significant difference between diets in Langerhans cells numbers. We then analyzed skin DC migration to the skin-draining lymph nodes. We assessed DC numbers 24 hr and 48 hr after papain footpad injection compared with vehicle (Figure 4—figure supplement 1C and D). Langerhans cells numbers in the lymph nodes were significantly lower upon papain exposure in mice fed on the AhR-poor diet (Figure 4B). By contrast, papain exposure increased the number of migratory skin cDC1 and cDC2 independently of the diet (Figure 4B). In particular, migratory PDL2^+^ cDC2 play an essential role in the induction of allergic Th2 responses (Gao et al., 2013; Kumamoto et al., 2013), and their number was similar in papain-treated mice from both diet groups (Figure 4B). In addition, the number of lymph node resident DC was similar in both diet groups (Figure 4B). The expression of MHC class II molecules or co-stimulatory molecule CD40 was not affected by the diet (Figure 4—figure supplement 1E). To confirm these results in the epicutaneous sensitization model, we analyzed draining lymph nodes 48 hr after papain topical application (Figure 4—figure supplement 1F). The numbers of resident and migratory cDC1 and cDC2 were increased in both diet groups upon papain exposure compared to vehicle treatment, while Langerhans cells number was significantly reduced in papain-treated mice fed on the AhR-poor diet. Collectively, our results show that lack of dietary AhR ligands impairs Langerhans cells migration upon papain challenge.

**Figure 4.**
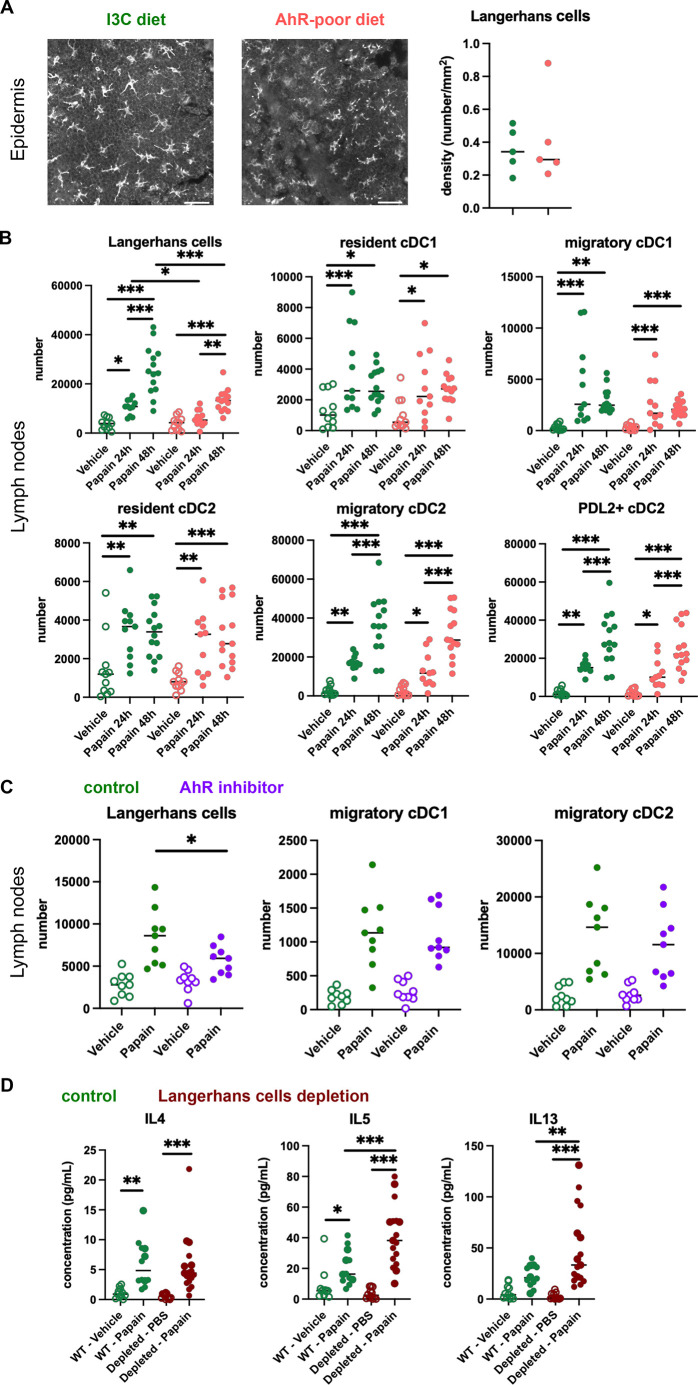
Lack of dietary aryl hydrocarbon receptor (AhR) ligands impairs Langerhans cells migration, thereby increasing Th2 responses. (**A, B**) Mice were placed on AhR-poor or indole-3-carbinol (I3C) diet for 3 wk of adaptation prior to the start of experiments. (**A**) Density of epidermal Langerhans cells was assessed by imaging *Cd207*(*Langerin*)-eGFP+ cells. Representative images are shown (n = 5 per condition). Median is shown. (**B–D**) Papain or vehicle (PBS) was injected in the footpad at day 0. (**B**) After 24 hr (vehicle and papain) or 48 hr (papain), dendritic cells numbers were assessed in the draining lymph nodes. Median is shown (n = 11–14 in three independent experiments). (**C, D**) Mice were fed with the I3C diet for 3 wk of adaptation prior to the start of experiments. (**C**) Mice were treated with vehicle or AhR inhibitor CH-223191 at day 0. After 48 hr, dendritic cells numbers were assessed in the draining lymph nodes. Median is shown (n = 9 in three independent experiments). (**D**) *Cd207*(*Langerin*)-DTR mice or WT littermates were injected with Diphtheria Toxin 3 d prior to papain treatment. At day 6 after papain treatment, cells from the draining lymph nodes were analyzed. Normalized numbers of lymph nodes T cells were restimulated ex vivo, and cytokine secretion was measured in the supernatant after 24 hr. Median is shown (n = 11–17 in three independent experiments). One-way ANOVA. For all panels *p<0.05; **p<0.01; ***p<0.001.

**Figure 4—figure supplement 1.**
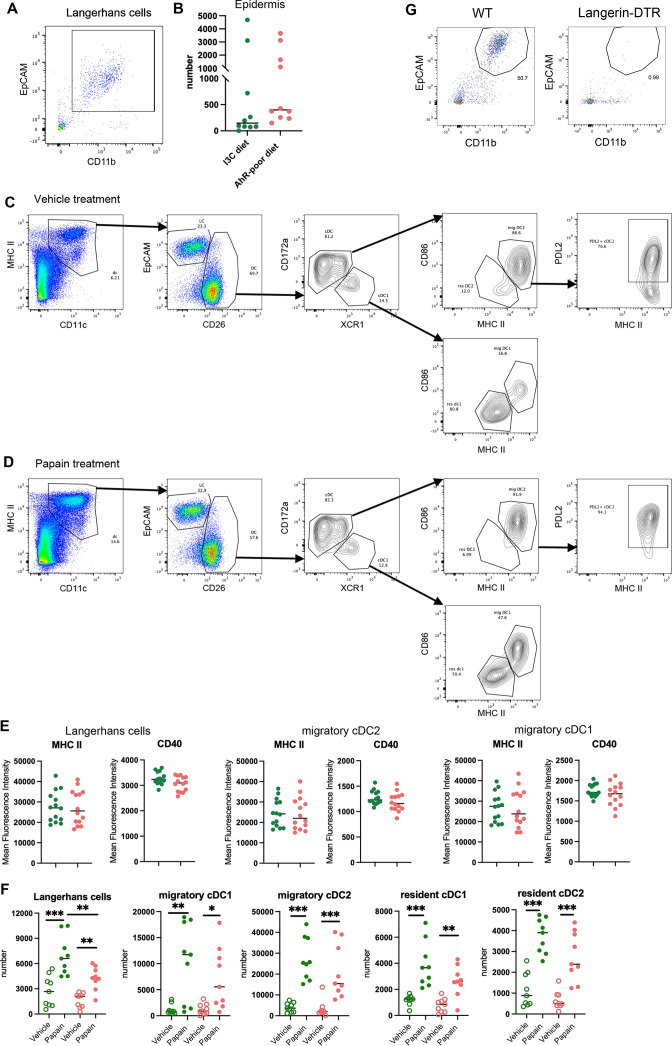
Analysis of cutaneous allergy. Mice were fed on aryl hydrocarbon receptor (AhR)-poor or indole-3-carbinol (I3C) diet for 3 wk of adaptation prior to the start of experiments. (**A**) Gating strategy for epidermal Langerhans cells. Cells were gated on live singlets CD45^+^ cells. (**B**) Number of Langerhans cells in the footpad epidermis at day 0. Median is shown (n = 10 in three independent experiments). (**C, D**) Gating strategy for lymph nodes analysis. Lymph node cells were gated on live singlets CD19^-^ CD3^-^ cells. One representative example for mice treated with vehicle (**C**) or papain (**D**). (**E**) Mean fluorescence intensity for MHC II molecules and CD40 in indicated cell types 48 hr after papain footpad injection. Median is shown (n = 14 in three independent experiments). (**F**) 48 hr after topical application of papain or vehicle, dendritic cells numbers were assessed in the draining lymph nodes. Median is shown (n = 9 in three independent experiments). One-way ANOVA. (**G**) *Cd207(Langerin*)-DTR mice and WT littermates were injected with Diphtheria Toxin. After 3 d, footpad epidermis was analyzed by flow cytometry. Representative results (n = 5 in two independent experiments). For all panels, *p<0.05; **p<0.01; ***p<0.001, absence of asterisk indicates ‘not significant’.

To confirm the role of AhR in this phenomenon, we examined DC migration after footpad papain challenge upon pharmacological inhibition of AhR. We used CH-223191, a potent AhR antagonist (Zhao et al., 2010), to treat mice fed on the I3C diet. Langerhans cells migration, but not that of cDC1 or cDC2, was significantly reduced in mice treated with the AhR inhibitor (Figure 4C). This result suggests that impaired Langerhans cells migration in mice fed with the AhR-poor diet is due to reduced AhR activation.

Langerhans cells play an essential role in dampening T cell responses in skin-draining lymph nodes (Igyarto et al., 2009; Kaplan et al., 2005; Gomez de Agüero et al., 2012). We hypothesized that reduced Langerhans cells presence in the lymph nodes could cause the observed exacerbated Th2 responses. To address this, we used *Cd207(Langerin*)-DTR mice, in which Langerhans cells can be depleted by Diphtheria Toxin injection (Kissenpfennig et al., 2005). We confirmed efficient Langerhans cells depletion in the footpad epidermis (Figure 4—figure supplement 1G). We injected papain or vehicle in the footpad of mice depleted of Langerhans cells or WT littermates (treated similarly with Diphtheria Toxin). To assess Th2 cells induction, we analyzed draining lymph nodes after 6 d. While IL4 secretion was similar in both groups, IL5 and IL13 secretion was significantly increased by Langerhans cells depletion (Figure 4D). These results mirror the observations made in mice fed with the AhR-poor diet (Figure 1D). We concluded that exacerbated Th2 responses in the absence of dietary AhR ligands are caused by impaired Langerhans cells migration to the lymph nodes.

### Dietary AhR ligands regulate the inflammatory profile of epidermal cells

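Epidermal cells were isolated from the footpad of 16 female mice, 4 in each of 4 groups, and a separate library was sequenced for each mouse. From 5 wk of age, the mice had received for 3 wk a purified diet poor in AhR ligands (AhR-poor diet) or the same diet with 200 ppm of indole-3-carbinol (I3C diet), the source of AhR ligands in this design. Each footpad was injected with 50 μl of PBS, either alone (vehicle) or with 50 μg of papain, a protease that acts as an allergen, and the cells were taken 6 hr later. Dispase was used to part the epidermis from the dermis, and dead cells were removed. According to the methods, mice on one diet shared a cage, so the diet and any difference between cages cannot be told apart. The methods also name 3 sequencing units, and the names of the libraries do not give the unit of each. The replicate codes are not shared between groups, so no paired analysis was possible. The authors deposited the number of reads counted on each gene in each library, as raw counts without normalization, under 50600 Ensembl gene identifiers. Of these, 21610 had no count in any library. Library totals ranged from 22500821 to 51844375 counts. The median total was 36882427 counts for vehicle and 39371160 for papain on the I3C diet, and 36908211.5 for vehicle and 37132934 for papain on the AhR-poor diet. A count of 3, taken as the detection floor, equalled from 0.0569 to 0.130 CPM (counts scaled to the library total) depending on the library, a limit that covers counting error only. The replicates varied by more than counting error, with a chi-square of at least 9.43 per degree of freedom between any pair of libraries of a group. Krt10 held the most counts in every library, and the 10 most abundant genes together held from 7.39% to 11.4% of the counts. The trimmed mean of M-values (TMM) factors of edgeR lay between 0.937 and 1.07. A quasi-likelihood F test from edgeR was applied to the 22155 genes with at least 10 counts in total, in one model with a mean for each of the 4 groups. A gene was counted as differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p below 0.01 and a log2 fold change above 1 or below -1. For single genes a two-sided exact permutation test of log2 CPM was added, in which 4 libraries against 4 give a p of 0.0286 at the least, reached when the groups do not overlap.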

To address how dietary AhR ligands control Langerhans cells migration, we analyzed the transcriptomic profile of epidermal cells in mice fed on the I3C or AhR-poor diet, in basal conditions (vehicle treatment) or upon allergen challenge (6 hr after papain treatment). Papain exposure induced a common transcriptomic program (Figure 5—figure supplement 1A), enriched for type I interferon pathway, cytokine-mediated signaling, matrix remodeling, and oncostatin M pathway (a regulator of keratinocyte activation) (Boniface et al., 2007; Figure 5—figure supplement 1B). 

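On the AhR-poor diet, 1338 genes were higher and 536 lower after papain than after vehicle, and on the I3C diet 818 were higher and 1171 lower. Genes that passed in the same direction on both diets numbered 522 higher and 444 lower. Dropping the minimum fold change moved these numbers most, to 2749 genes higher and 2228 lower on the AhR-poor diet and to 2821 higher and 2864 lower on the I3C diet, while a minimum of 10 counts in every library moved the genes higher on the AhR-poor diet by about as much, to 651. On the AhR-poor diet the largest rises by the edgeR estimate, which for genes at the floor depends on the prior count, belonged to Fcgr4, Slfn4 and Cxcl5. Fcgr4 was at least 47.8-fold higher after papain (29.2-fold without T105), a bound that does not by itself place it among the largest. Slfn4 had a log2 fold change of 9.53 (standard error 1.27), and Cxcl5 was at least 259-fold higher. The 3 largest falls were those of Gm42910, Kcnj16 and Adamts18, with log2 fold changes of -3.04, -3.00 and -2.95. On the I3C diet, Slfn4 was at least 81.2-fold higher, a bound that rests on T106 and is 19.9-fold without it, and Krt6b and Gm5416 had log2 fold changes of 8.25 (standard error 0.86) and 7.60 (standard error 0.58). Gm5416 had at most 4 counts in a vehicle library of that diet, so its estimate depends on the prior count. Gm42910, Adamts18 and Abcc6 fell the most there, with log2 fold changes of -4.52, -4.46 and -4.23. Fcgr4 no longer passed when library T103, T104 or T106 was left out, with an adjusted p of up to 0.0121. Slfn4 on the I3C diet no longer passed in 11 of the 16 fits that left out a library, T106 among them, and its highest adjusted p was 0.0274, without T108. A list of 30 interferon-stimulated genes, written by hand and tested with camera at a preset correlation of 0.01, had a median log2 fold change of 3.61 on the AhR-poor diet, with all 30 genes higher (adjusted p = 2.21e-20). Its median on the I3C diet was 2.75, or 2.29 with genes at the floor taken at their bound, with 29 of the 30 higher (adjusted p = 9.32e-13). The 22 oncostatin M pathway genes had medians of 0.87 on the AhR-poor diet (15 higher, adjusted p = 0.00204) and 0.56 on the I3C diet (12 higher, adjusted p = 0.106). Without library T108 the I3C test of the oncostatin M list passed, at a median of 0.59 (adjusted p = 0.0354). Over the 14 tests of such lists, 10 passed an adjusted p of 0.05 by camera, 8 of these also by fry, and 0 with a correlation estimated from the data, under which 4 had an unadjusted p below 0.05. Of the interferon and oncostatin M tests, the 3 that passed camera also passed fry, and the oncostatin M list on the I3C diet passed fry alone (adjusted p = 0.0168, against 0.0168 to 0.556 over its alternatives). A one-sided Fisher's exact test of 908 Reactome sets, among 5494 genes tested that belong to such sets, found 2 sets past an adjusted p of 0.05 in the 183 of these genes higher on both diets. These were Interferon Signaling, with 14 genes against 3.83 expected (adjusted p = 0.0213), and Interferon gamma signaling, with 11 of 85 against 2.83 (adjusted p = 0.0468). Interferon alpha beta signaling had 3 of 13 genes (0.433 expected, adjusted p = 0.820), and Cytokine Signaling in Immune system had 18 of 221 (7.36 expected, adjusted p = 0.0909). Among matrix sets, Activation of Matrix Metalloproteinases had 5 of 20 genes (0.666 expected, adjusted p = 0.0909). Extracellular matrix organization had 14 of 219 genes (7.29 expected) and Degradation of the extracellular matrix had 7 of 95 (3.16 expected). Collagen formation had 1 of 66 (2.20 expected), and no matrix set passed. The number of sets depended on the calls, with 12.7% of the 908 sets past the threshold, 1 of the 2 among them, when genes with an adjusted p below 0.05 and any fold change were entered.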

Consistent with pathway enrichment results, both papain-treated groups had significantly increased expression of inflammatory mediators genes (such as *Csf1*, *Ccl20,* and *Tslp*), interferon-stimulated genes (including *Stat1* and *Oasl2*) (Figure 5—figure supplement 1C), and genes involved in tissue repair and remodeling (such as *Areg, Il24, Mmp13, Osmr, Tgfa,* and *Vegfa*) (Figure 5—figure supplement 1D).

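The 10 genes given here all passed the thresholds in both papain responses, whether the p-values were adjusted over all genes or adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. For each gene and diet, the 4 papain libraries lay above the 4 vehicle libraries (exact permutation p = 0.0286). Csf1, on chromosome 3 of GRCm38 from 107741048 to 107760469, rose from 22.5 ± 1.63 to 83.6 ± 11.0 CPM (SD, n = 4) on the AhR-poor diet, a log2 fold change of 1.89 (standard error 0.13, edgeR adjusted p = 1.17e-08). Its log2 fold change on the I3C diet was 1.72 (standard error 0.13, adjusted p = 1.40e-08). Ccl20, on chromosome 1 from 83116766 to 83119167, rose from 16.0 ± 7.34 to 39.7 ± 10.4 CPM (SD, n = 4) on the AhR-poor diet, a log2 fold change of 1.31 (standard error 0.30, edgeR adjusted p = 0.00386). On the I3C diet it rose by 1.15 (standard error 0.30, adjusted p = 0.00859). This gene depended on single libraries, since its AhR-poor response no longer passed without T101, T102, T103 or T104 (adjusted p of up to 0.0160) and its I3C response no longer passed in 12 of the 16 fits that left out a library. The least of those I3C values was a log2 fold change of 0.99 without T110, and the highest adjusted p was 0.0278, without T109. Changes of method also undid these calls of Ccl20. Its AhR-poor response failed in a fit of only the 8 libraries compared (adjusted p = 0.0241). Its I3C response failed with library size only (adjusted p = 0.0123) and with every gene of at least 1 count (adjusted p = 0.0160). Tslp, on chromosome 18 from 32815383 to 32819797, rose from 2.53 ± 0.929 to 8.55 ± 1.11 CPM (SD, n = 4) on the AhR-poor diet, with log2 fold changes of 1.76 and 1.68 on the AhR-poor and I3C diets (standard error 0.26 in both). Oasl2, on chromosome 5 from 114896936 to 114912234, had the largest change of the 10, from 0.735 ± 0.421 to 39.0 ± 23.0 CPM (SD, n = 4) on the AhR-poor diet, a log2 fold change of 5.73 (standard error 0.59, edgeR adjusted p = 7.32e-06). Its I3C value was 5.29 (standard error 0.62). Among the genes of tissue repair, Il24 changed by 3.90 and 2.68 on the log2 scale on the AhR-poor and I3C diets, and Mmp13 by 3.96 and 3.45. Mmp13 had the widest standard errors, 0.76 and 0.71, and its adjusted p-values were 0.00124 and 0.00179. The log2 fold changes of Areg, Osmr, Tgfa and Vegfa ranged from 1.01 for Osmr on the AhR-poor diet to 2.06 for Tgfa on the I3C diet. That value of Osmr lay just over the minimum fold change. The fits that left out a library were judged by the adjusted p alone, so a fall under that minimum would not show. Tgfa shares 118 exonic bases with a gene on the opposite strand. The 3 genes Il24, Areg and Osmr lie on chromosomes 1, 5 and 15, and Mmp13, Tgfa and Vegfa on chromosomes 9, 6 and 17.

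**Figure D1:**
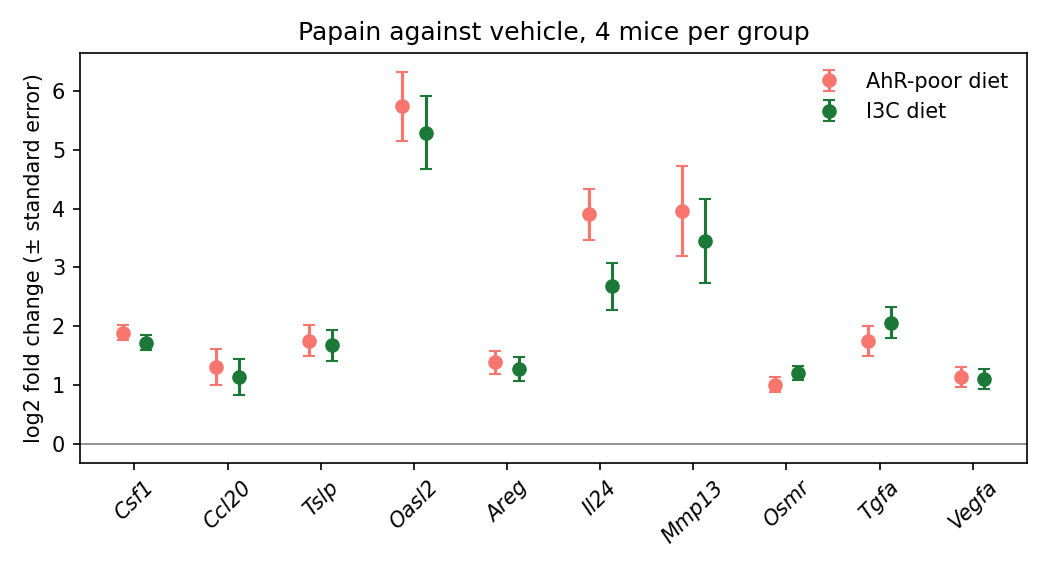
Log2 fold change of papain against vehicle for the 10 genes on the AhR-poor and the I3C diet, with 4 mice per group. Points are edgeR estimates and bars their standard errors, and all points lie above 0, from 1.01 for Osmr to 5.73 for Oasl2 on the AhR-poor diet.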

Differentially expressed genes between diets were overexpressed mostly in the epidermis of mice fed on the AhR-poor diet (Figure 5A), both in basal conditions and upon papain challenge (Figure 5—figure supplement 1E). 

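Among vehicle-treated mice, 352 genes were higher on the AhR-poor than on the I3C diet and 0 were lower, while 151 genes had an unadjusted p below 0.05 and a log2 fold change below -1. Among papain-treated mice, 1583 genes were higher and 22 lower, so that 98.6% of the differentially expressed genes were higher on the AhR-poor diet. With no minimum fold change, 1802 genes were higher and 680 lower with papain, or 72.6% higher, against 382 and 0 with vehicle. The median log2 fold change of all genes tested was -0.01 with vehicle and 0.01 with papain. In 335 genes the difference passed as higher on the AhR-poor diet in both treatments, in 17 with vehicle alone and in 1248 with papain alone. Of those 1248, 1172 also had a log2 fold change above 0 with vehicle, and 51 had an adjusted p below 0.05 in a test of the difference between the treatments. Some of these numbers rested on single libraries. The vehicle count fell to 172, 209, 192, 228 and 212 without T108, T109, T110, T111 and T100, and was highest, at 435, without T106. With vehicle, 1 gene was lower when T109, T110, T111 or T104 was left out. The 22 genes lower with papain became 9, 10, 11, 6 and 13 without T113, T114, T115, T104 and T107. In a fit with the mean log2 CPM of 18 dermal fibroblast markers as a covariate, which differs between the diets, 0 genes passed in either treatment, with 196 higher and 524 lower with vehicle and 161 higher and 434 lower with papain at an unadjusted p below 0.05. No AhR-poor library overlapped an I3C library in this covariate, so the fit can hardly part it from diet. Genes called, with at least 1 CPM on average, were ranked by the edgeR estimate, which at the floor depends on the prior count. By that rank, the 3 largest rises with vehicle were those of Hbb-bt, Sfrp4 and Hbb-bs. Hbb-bt was at least 60.7-fold and Sfrp4 at least 26.5-fold higher on the AhR-poor diet, bounds that do not fix their rank. Hbb-bs rose from 0.928 ± 0.720 to 65.0 ± 18.2 CPM (SD, n = 4). Hbb-bt and Hbb-bs are beta globin genes on chromosome 7 and close paralogs, and they no longer passed in 5 and 9 of the 16 fits that left out a library, with an adjusted p of up to 0.0192 for Hbb-bt without T108 and 0.0292 for Hbb-bs without T109. With papain, Fabp4 was at least 33.8-fold, Thbs4 at least 373-fold and Layn at least 26.2-fold higher on the AhR-poor diet. The largest falls were -1.66 for Nt5c1a (standard error 0.35, adjusted p = 0.00249), -1.40 for Gm10129 (standard error 0.34, adjusted p = 0.00664) and -1.36 for Slit1 (standard error 0.26, adjusted p = 9.79e-04). Nt5c1a no longer passed without T113 (adjusted p = 0.0131), and Gm10129 no longer passed without T113, T115, T104, T107 or T112 (adjusted p of up to 0.0310).

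**Figure D2:**
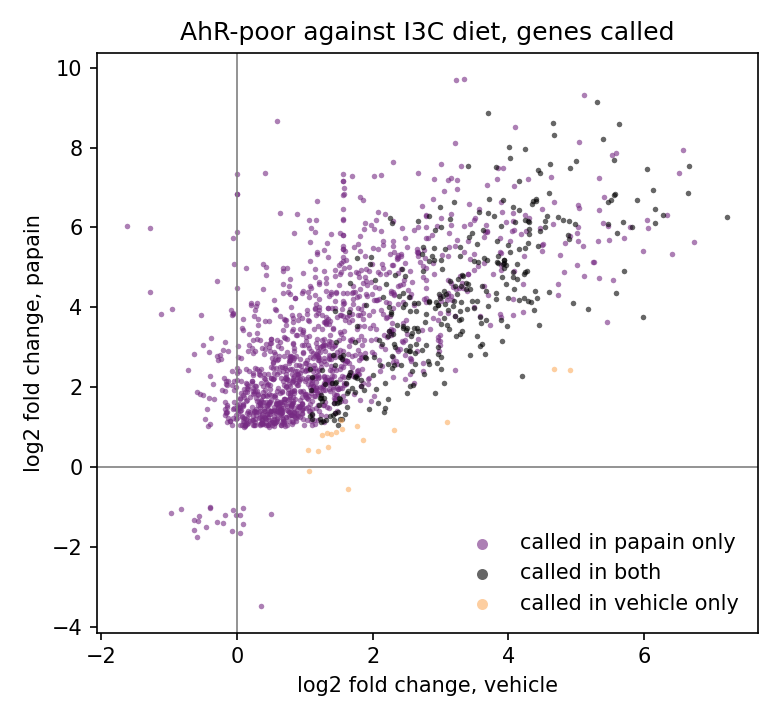
Log2 fold change of the AhR-poor against the I3C diet with vehicle (x axis) and with papain (y axis) for the genes that passed in both treatments (335), with papain alone (1270, higher or lower) and with vehicle alone (17). Each point is a gene and its values are edgeR estimates, which for genes at the floor in one group depend on the prior count, and most points lie above 0 on both axes.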

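Reactome sets were tested among the genes higher on the AhR-poor diet in the same way as for the shared papain response. With vehicle, 26 sets passed an adjusted p of 0.05 among 152 such genes, and with papain 60 sets passed among 606. Extracellular matrix organization was first in both, with 35 of its 219 genes higher with vehicle (6.06 expected, adjusted p = 3.75e-15) and 68 with papain (24.2 expected, adjusted p = 1.58e-13). Chemokine receptors bind chemokines had 20 of 43 genes higher with papain (4.74 expected, adjusted p = 3.95e-07), and 3 of 43 with vehicle (1.19 expected, adjusted p of 1). Cytokine Signaling in Immune system held 43 of 221 with papain (24.4 expected, adjusted p = 0.00343) and 2 of 221 with vehicle (6.11 expected, adjusted p of 1). A set named Signaling by Leptin occurs with 11 and with 21 genes, and 1 gene of each was higher with either treatment (adjusted p of 1). The 43 collagen genes tested had a median log2 fold change of 1.56 with papain, with 34 of the 43 higher, and of 0.67 with vehicle, with 31 higher (camera adjusted p = 1.59e-08 and 3.38e-08). With genes at the floor taken at their bound, these medians were 0.55 and 0.13. Left without T100, the vehicle median of the collagen genes was 0.44. The 65 chemokine and interleukin genes tested had a median of 1.29 with papain, or 1.18 with the bounds, and 58 were higher (camera adjusted p = 2.32e-14). Both collagen results and the papain result of the chemokine and interleukin genes also passed fry. With vehicle, the median of the chemokine and interleukin genes was 0.24, or 0.17 with the bounds, and 39 were higher (camera adjusted p = 0.0102, fry adjusted p = 0.0951, and 0.00124 to 0.391 over the alternatives). The vehicle test no longer passed without T109 (median 0.17, adjusted p = 0.0778) or without T100 (median 0.07, adjusted p = 0.0879). The same libraries differed in markers of other cells, since the dermal fibroblast markers had a median log2 fold change of 4.08 with vehicle and 6.33 with papain between the diets, and the neutrophil markers of 2.19 and 5.23. With genes at the floor taken at their bound, these medians were 3.69 and 6.33 for the fibroblast markers and 1.91 and 4.77 for the neutrophil markers. Among genes with at least 10 counts in every library, they were 0.24 and 0.82 for 8 fibroblast markers. For 4 neutrophil markers they were 0.75 and 0.79, of which the last did not pass camera (adjusted p = 0.0614). This filter drops markers near the floor on the I3C diet, so it removes rises from the floor and cannot test them.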

Diet-modulated genes were enriched for regulation of extracellular matrix, cytokine signaling, and inflammatory responses, including the leptin pathway (Figure 5B and C). 

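Expression was compared between the diets for Col1a1, Col4a1 and Col5a1, which encode collagen chains, Itgb2 and Itgb7, which encode integrins found on leukocytes, the cytokine gene Il1b, and the chemokine genes Cxcl1, Cxcl3, Cxcl5, Ccl2 and Ccl3. With papain, all 11 passed the thresholds, and all 4 AhR-poor libraries lay above all 4 I3C libraries for each (exact permutation p = 0.0286). Over the 21 genes that the paper names for this comparison, 11 had an adjusted p below 0.01 over all genes and 12 adjusted over the list alone. With vehicle, the numbers were 3 and 5 of the 20 genes named. Col1a1, on chromosome 11 from 94936224 to 94953042, was at 1.25 ± 0.846 CPM on the I3C diet and 88.9 ± 33.3 CPM on the AhR-poor diet with papain (SD, n = 4), a log2 fold change of 6.13 (standard error 0.44, edgeR adjusted p = 8.23e-07). With vehicle its log2 fold change was 4.09 (standard error 0.41, adjusted p = 1.10e-04). Col4a1, on chromosome 8 from 11198423 to 11312826, and Col5a1, on chromosome 2 from 27886425 to 28039514, had log2 fold changes of 2.26 and 4.26 with papain. Their vehicle values were 1.63 and 2.16, which each failed to pass in 4 of the 16 fits that left out a library, among them the fits without T109, T110 and T100, with an adjusted p of up to 0.0193 for Col4a1 without T111 and 0.0201 for Col5a1 without T108. Itgb2 and Itgb7 had log2 fold changes of 3.75 and 2.09 with papain (adjusted p = 1.62e-05 and 1.09e-04). Their values with vehicle were 1.62 and 0.77 (adjusted p = 0.0470 and 0.258), and Itgb2 passed without T106 (adjusted p = 0.00954), with DESeq2 (adjusted p = 3.37e-04) and in a fit of only the 8 vehicle libraries (adjusted p = 8.62e-05), in a range of 8.62e-05 to 1 over its alternatives. Il1b, on chromosome 2 from 129364570 to 129371139, was at 6.15 ± 5.97 CPM on the I3C diet and 233 ± 152 CPM on the AhR-poor diet with papain (SD, n = 4), a log2 fold change of 5.23 (standard error 0.69, edgeR adjusted p = 1.36e-04), and had a value of 2.77 with vehicle (standard error 1.01, adjusted p = 0.233). Fitted on the 8 papain libraries alone, its adjusted p with papain was 0.0100, just over the threshold, and over its alternatives it ranged from 1.24e-12 to 1. With vehicle it passed with DESeq2 (2.75, adjusted p = 0.00418) and in a fit of only the 8 vehicle libraries (adjusted p = 5.37e-04), in a range of 5.37e-04 to 1 over its alternatives. For Itgb2 and Il1b, fits with the fibroblast covariate reached the upper end of these ranges, and that covariate is hard to part from diet. Cxcl1 was at 54.2 ± 4.17 and 132 ± 27.2 CPM with papain (SD, n = 4), with log2 fold changes of 1.29 with papain (edgeR adjusted p = 6.30e-04) and 0.24 with vehicle (adjusted p = 0.748). Cxcl3 and Cxcl5 had log2 fold changes of 5.86 and 8.66 with papain, from 0.294 and 0.0446 CPM on the I3C diet. Cxcl5 had at most 6 counts in a library of that I3C group, near the floor, so its estimate depends on the prior count. With vehicle, the bound for Cxcl3 on the AhR-poor diet was 1.27-fold, but 1-fold without T101, and the groups overlapped near the floor. A rise of Cxcl3 with vehicle was therefore not established, and Cxcl5 was at or under the floor on either diet. Ccl2 rose by 2.43 with papain (standard error 0.50, adjusted p = 0.00376), a result that no longer passed without T114, T115, T104 or T105 (adjusted p of up to 0.0181), and with vehicle it had a log2 fold change of -0.73 (adjusted p = 0.619). Ccl3 had log2 fold changes of 5.06 with papain and 2.28 with vehicle (adjusted p = 1.28e-04 and 0.325). Col4a1 shares 22 and Il1b 25 exonic bases with a gene on the opposite strand, and Col5a1 shares exonic bases with 2 such genes.

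**Figure D3:**
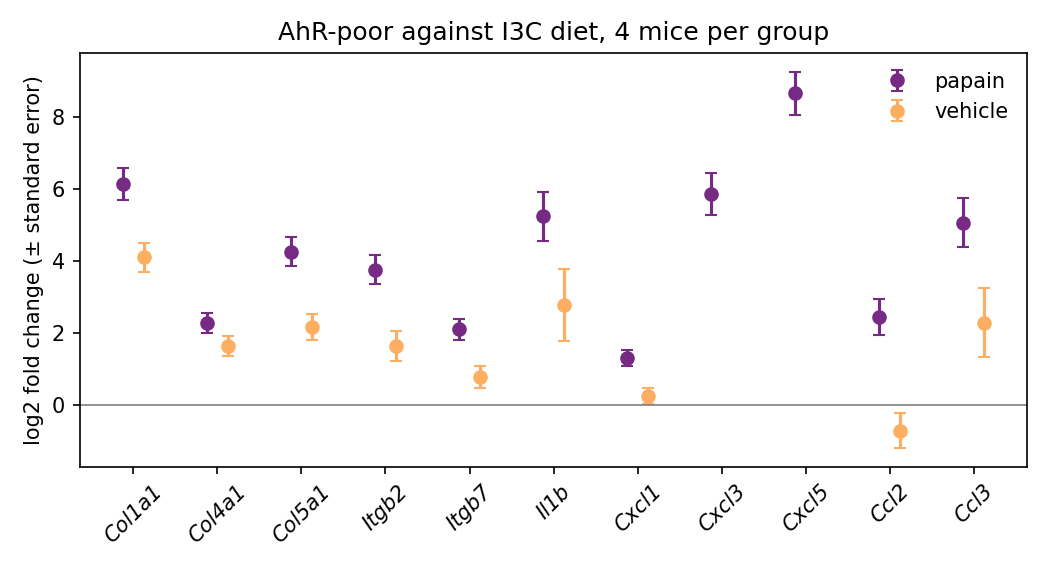
Log2 fold change of the AhR-poor against the I3C diet for the 11 genes with papain and with vehicle, with 4 mice per group. Points are edgeR estimates and bars their standard errors. Cxcl3 and Cxcl5 have no point with vehicle because of the detection floor, and the papain points lie between 1.29 for Cxcl1 and 8.66 for Cxcl5. The Cxcl5 point with papain starts from an I3C group near the floor and depends on the prior count.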

Consistent with this, mice fed on the AhR-poor diet had in papain-treated epidermis significantly higher expression of matrix components (such as *Col1a1, Col4a1, Col5a1*) and cell adhesion molecules (including *Itgb2* and *Itgb7*) (Figure 5—figure supplement 1F), and inflammatory genes including cytokine *Il1b* (Figure 5D) and chemokines *Cxcl1, Cxcl3, Cxcl5, Ccl2,* and *Ccl3* (Figure 5D). To confirm these results at the protein level, we analyzed the secretion of chemokines using skin explants. CCL2, CCL3, and CXCL1 were more released upon papain treatment in the skin of mice deprived of dietary AhR ligands (Figure 5E), consistent with mRNA expression. Collectively, these results show that homeostatic activation of AhR via dietary ligands down-modulates inflammatory pathways in epidermal cells.

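Whether the response to papain differed between the diets was tested with the interaction of diet and treatment. Over all genes, 4 passed the thresholds as higher and 0 as lower, where 191 genes had an unadjusted p below 0.05 and a log2 difference below -1. At an adjusted p below 0.05 and any difference, 73 genes passed, and with DESeq2 202 passed as higher and 5 as lower. Of 100 splits of the libraries, 4 gave as many genes, the real one included, and the largest other split gave 197. These splits exchange diets within each treatment and leave the diet effects in the counts, which can then appear as an interaction. They therefore cannot show what number would arise without an interaction. The 4 genes were Sulf1, Glul, Akap12 and Efemp1, with log2 differences of 3.41 (standard error 0.41, adjusted p = 0.00127), 1.37 (standard error 0.18, adjusted p = 0.00439), 3.01 (standard error 0.40, adjusted p = 0.00305) and 1.65 (standard error 0.19, adjusted p = 0.00127). A positive difference need not be a stronger rise. From vehicle to papain, Glul went from 225 to 40.1 CPM on the I3C diet and from 165 to 76.1 on the AhR-poor diet. Efemp1 went from 36.1 to 4.64 and from 31.8 to 12.8 CPM. Sulf1 fell from 4.20 to 0.595 CPM on the I3C diet, against 4.41 to 6.62 on the AhR-poor diet. Akap12 went from 0.731 to 0.396 and from 1.28 to 5.56 CPM. Single libraries moved the number of genes, from 2 without T108, T114, T115, T102 or T104 to 14 without T100, 23 without T106 and 96 without T112. Without T106, 1 gene passed as lower. Glul no longer passed in 10 of the 16 fits that left out a library (adjusted p of up to 0.0217, without T108), nor Akap12 in 5 (up to 0.0140, without T102). Among the 7 hand-written lists, each passed an adjusted p of 0.05 by camera, 4 of them also by fry and 1 with an estimated correlation. The list that passed all of these was that of the chemokine and interleukin genes, with a median log2 difference of 1.03 and 60 of 65 genes above 0 (camera adjusted p = 9.85e-16, estimated correlation 0.0454). The medians of the collagen genes and of the TGF-beta target and pathway genes were 0.41 and 0.48 (fry adjusted p = 0.0261 and 0.0410), and the latter was 0.15 without T108. The interferon-stimulated and the oncostatin M pathway genes had medians of 0.78 and 0.41 and did not pass fry (adjusted p = 0.0811 for both), and the oncostatin M median was 0.05 without T108, with a camera adjusted p of 0.103, and 0.30 without T106, with one of 0.0606. The keratinocyte barrier genes had a median of -0.21 (fry adjusted p = 0.353), which no longer passed camera without T106, T103 or T104 (adjusted p of up to 0.0704), and was -0.08 without T106 and -0.40 without T110. The interferon median was 0.46 without T105, and that of the collagen genes 0.69 without T106. The 6 target genes of AhR tested were Cyp1a1, Cyp1b1, Ahrr, Tiparp, Nqo1 and Aldh3a1. Their median difference of 0.31 failed camera in 10 of the 16 fits that left out a library (adjusted p of up to 0.121, without T112). These genes also failed camera with library size only (adjusted p = 0.0565) and with at least 10 counts in every library (4 genes, adjusted p = 0.0735). Between the diets, their median log2 fold change was 0.62 with papain (4 of 6 higher, camera adjusted p = 0.0863, fry adjusted p = 0.00217) and -0.19 with vehicle (2 of 6 higher, camera adjusted p = 0.980). The papain test passed camera without T107, at a median of 0.72 (adjusted p = 0.0496). From the transcripts of inflammatory and matrix genes and the chemokines released by skin explants, the paper concludes that activation of AhR by ligands from the diet lowers inflammatory pathways in epidermal cells.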

**Figure 5.**
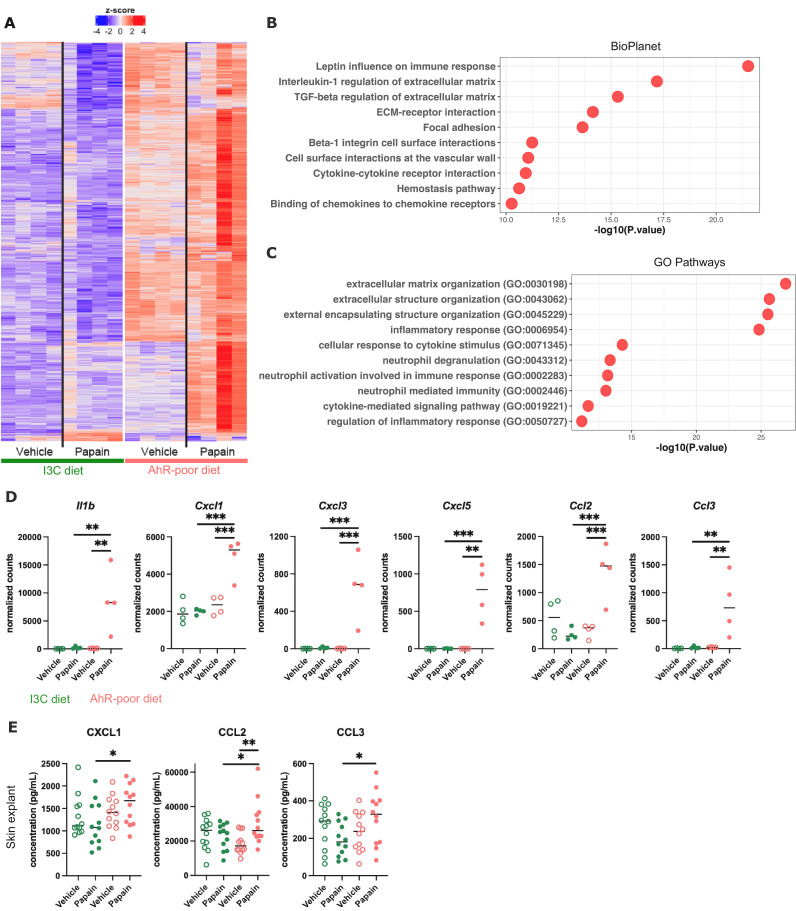
Dietary aryl hydrocarbon receptor (AhR) ligands regulate the inflammatory profile of epidermal cells. Mice were placed on AhR-poor or indole-3-carbinol (I3C) diet for 3 wk of adaptation prior to the start of experiments. Papain or vehicle (PBS) was injected in the footpad at day 0. (**A–D**) After 6 hr, epidermal cells were extracted and subjected to RNA-seq analysis. n = 4 biological replicates. (**A**) Diet-dependent differentially expressed genes. (**B, C**) Enrichment for biological pathways using BioPlanet (**B**) or Gene Ontology Biological Process databases (**C**). (**D**) Normalized counts for selected genes, median is shown. One-way ANOVA. (**E**) After 24 hr, footpad skin was collected and explants were cultured for 24 hr to prepare conditioned medium. Chemokine concentrations were measured in the medium. Median is shown (n = 12 in three independent experiments). Kruskal–Wallis test. For all panels *p<0.05; **p<0.01; ***p<0.001. Figure 5—source data 1.List of differentially expressed genes between conditions.

**Figure 5—figure supplement 1.**
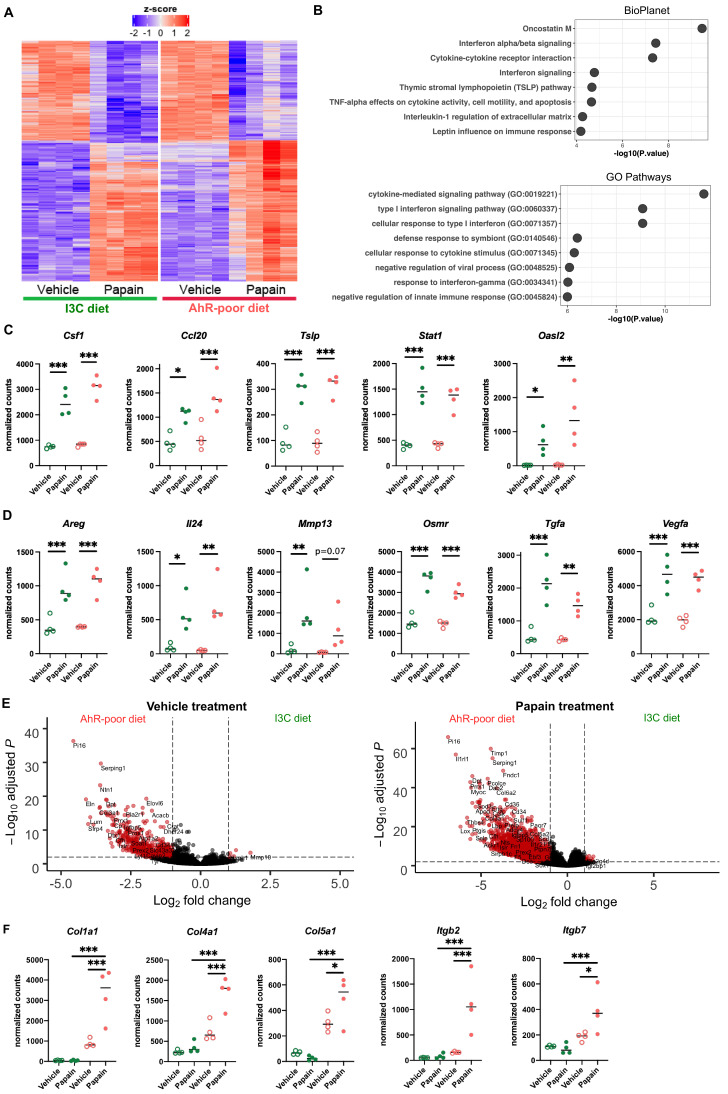
Dietary aryl hydrocarbon receptor (AhR) ligands modulate the transcriptomic profile of epidermal cells. Mice were fed on AhR-poor or indole-3-carbinol (I3C) diet for 3 wk of adaptation prior to the start of experiments. Papain or vehicle (PBS) was injected in the footpad at day 0. After 6 hr, epidermal cells were extracted and subjected to RNA-seq analysis. n = 4 biological replicates. (**A**) Diet-independent differentially expressed genes. (**B**) Enrichment for biological pathways using BioPlanet or Gene Ontology Biological Process databases. (**C, D**) Normalized counts for selected genes, median is shown. One-way ANOVA. (**E**) Differentially expressed genes between mice fed on AhR-poor or I3C diet in vehicle-treated mice (left) or papain-treated mice (right). (**F**) Normalized counts for selected genes, median is shown. One-way ANOVA. For all panels *p<0.05; **p<0.01; ***p<0.001.

**Figure 5—figure supplement 2.**
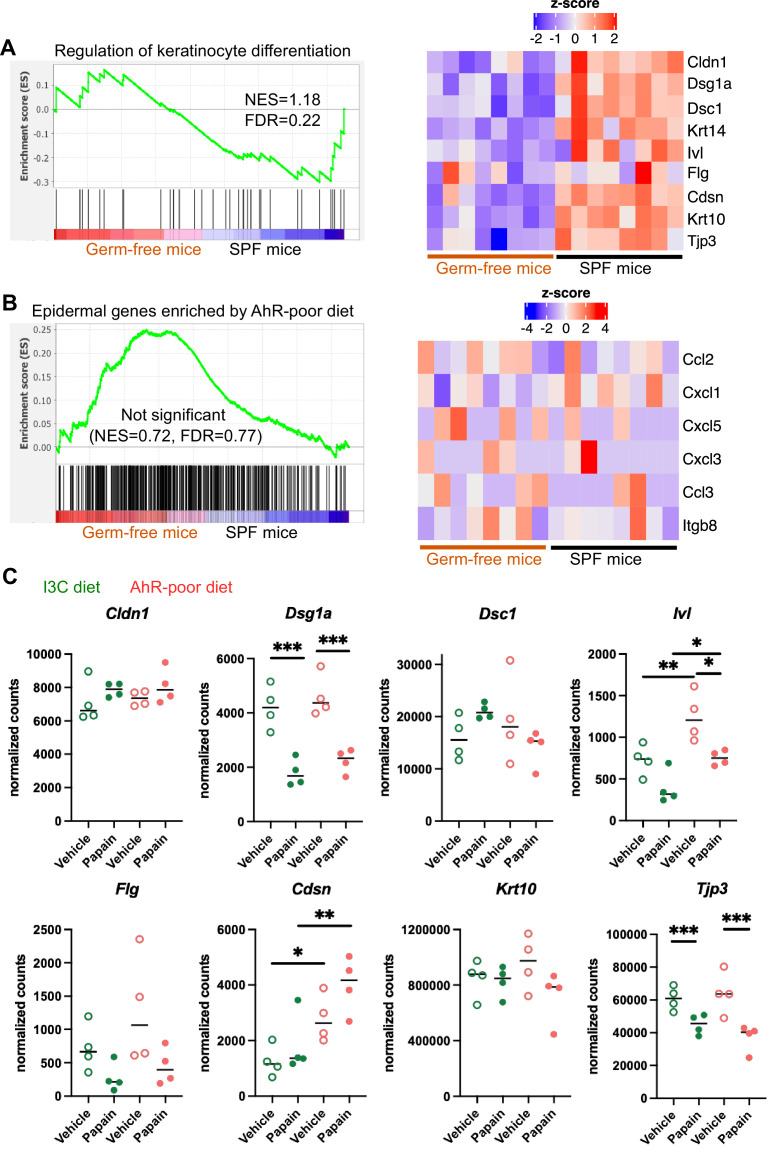
Diet-derived aryl hydrocarbon receptor (AhR) ligands do not impact keratinocyte barrier genes. (**A, B**) RNA-seq data of the epidermis of germ-free or specific pathogen-free (SPF) mice (n = 8) was extracted from public source (GSE162925). Gene set enrichment analysis was performed for Gene Ontology Biological Pathway ‘Regulation of keratinocyte differentiation’ signature (**A**) or the top 500 differentially expressed genes enriched in mice fed on AhR-poor diet (**B**). NES = normalized enrichment score. FDR = false discovery rate. Results are considered significant when NES > 1 and FDR < 0.25. (**A, B**) Scaled expression of selected genes. (**C**) Mice were placed on AhR-poor or indole-3-carbinol (I3C) diet for 3 wk of adaptation prior to the start of experiments. Papain or vehicle (PBS) was injected in the footpad at day 0. After 6 hr, epidermal cells were extracted and subjected to RNA-seq analysis. n = 4 biological replicates. Normalized counts for selected genes, median is shown. One-way ANOVA. For all panels *p<0.05; **p<0.01; ***p<0.001; absence of asterisk indicates ‘not significant’.

**Figure 5—figure supplement 3.**
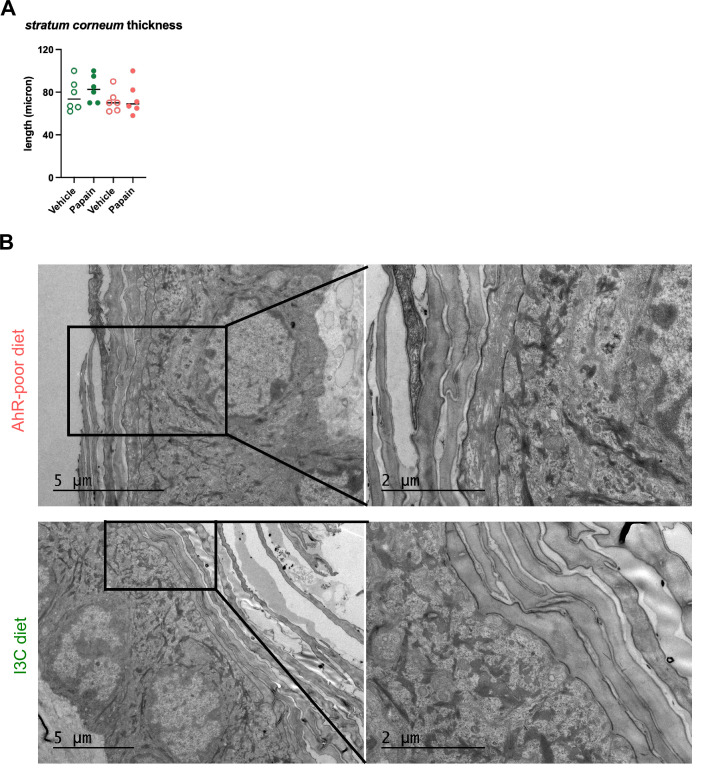
Diet-derived aryl hydrocarbon receptor (AhR) ligands do not impact the structure of the skin barrier. Mice were placed on AhR-poor diet or enriched in indole-3-carbinol (I3C diet) for 3 wk of adaptation prior to the start of experiments. (**A**) Papain or vehicle (PBS) was injected in the footpad at day 0. Mice were sacrificed for analysis after 24 hr. Footpad tissues were analyzed by histology. Stratum corneum thickness was measured on images. Median is shown (n = 6 in two independent experiments). Absence of asterisk indicates ‘not significant.’ (**B**) Ear skin (without any challenge) was analyzed by electron microscopy. Representative results (n = 3).

### Diet-derived AhR ligands do not affect keratinocyte barrier

AhR is involved in keratinocyte differentiation and maintenance of skin barrier integrity (Haas et al., 2016; van den Bogaard et al., 2015). AhR ligands produced by commensal microbiota have been shown to be essential in this process (Uberoi et al., 2021). To address whether microbiota-derived and diet-derived AhR agonists have similar impact on epidermal genes, we reanalyzed public transcriptomic data from the epidermis of germ-free and specific pathogen-free (SPF) mice (Uberoi et al., 2021). The GO signature for keratinocyte differentiation was enriched in the epidermis of SPF mice (Figure 5—figure supplement 2A), consistent with previous findings that microbiota-derived AhR ligands control the expression of genes involved in barrier function such as *Cdsn, Cldn1, Dsc1, Dsg1a, Flg, Ivl,* and *Tjp3*, and of keratine molecules including *Krt10* (Uberoi et al., 2021; Figure 5—figure supplement 2A). By contrast, the genes overexpressed in the epidermis of mice fed on the AhR-poor diet were not enriched in any group (Figure 5—figure supplement 2B). In particular, the expression of chemokine genes or *Itgb8* was comparable between SPF and germ-free mice (Figure 5—figure supplement 2B). In addition, we found that lack of dietary AhR ligands had no impact on, or even increased, the expression of keratinocyte barrier genes (Figure 5—figure supplement 2C). 

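A list of 30 keratinocyte barrier genes, which includes the 8 plotted in Figure 5—figure supplement 2C, had a median log2 fold change of 0.05 between the AhR-poor and the I3C diet with papain, with 16 of 30 higher (camera adjusted p = 0.980), and of 0.29 with vehicle, with 28 of 30 higher (camera adjusted p = 2.30e-04). The vehicle result did not pass fry (adjusted p = 0.0951) and no longer passed camera without T103, where the median was 0.07 (adjusted p = 0.0594). Without T107 the papain median was -0.04. Cldn1 was at 195 ± 36.5 and 202 ± 11.9 CPM on the I3C and AhR-poor diets with vehicle (SD, n = 4) and at 213 ± 9.79 and 218 ± 25.9 CPM with papain (SD, n = 4), so the diets differed by less than the spread of the replicates. Krt10, Dsg1a and Tjp3 differed by -0.29 to 0.30 on the log2 scale, with adjusted p-values from 0.260 to 0.928. Dsg1a, on chromosome 18 from 20310811 to 20343350, has the close paralogs Dsg1b and Dsg1c, and Tjp3 and Krt10 share 40 and 146 exonic bases with a gene on the opposite strand. Dsc1 had log2 fold changes of -0.58 with papain (standard error 0.28, adjusted p = 0.165) and 0.30 with vehicle (standard error 0.28, adjusted p = 0.759). With papain its 4 AhR-poor libraries (243 to 445 CPM) lay below its 4 I3C libraries (538 to 608 CPM, exact permutation p = 0.0286). Of the 30 barrier genes, 3 lay fully below and 1 fully above with papain, against 0 and 2 with vehicle. Flg had log2 fold changes of 0.65 with papain and 0.83 with vehicle (standard error 0.65 and 0.62). The vehicle values of Dsg1a and Dsc1 were -0.05 and -0.02 without T103, and that of Cldn1 was -0.01 without T111. Without T107 the papain value of Cldn1 was -0.04. Ivl, on chromosome 3 from 92570902 to 92573735, was at 10.7 ± 5.54 and 20.3 ± 2.29 CPM with papain (SD, n = 4), a log2 fold change of 0.92 (standard error 0.29, edgeR adjusted p = 0.0357), and its vehicle value was 0.78 (standard error 0.28, adjusted p = 0.212). Cdsn, on chromosome 17 from 35552128 to 35557180, had log2 fold changes of 1.11 with papain (standard error 0.39, adjusted p = 0.0629) and 1.16 with vehicle (standard error 0.40, adjusted p = 0.190). Library T106 of the I3C diet with papain held the difference down for both genes, which passed without it, at 1.34 for Ivl (adjusted p = 2.32e-04) and 1.62 for Cdsn (adjusted p = 0.00372). With DESeq2 the papain value of Ivl had an adjusted p of 0.00363, against 0.00363 to 1 over its alternatives, where the fit with the fibroblast covariate reached the upper end.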

Consistent with this, we did not observe by histology any diet-dependent defect in *stratum corneum,* the outer layer of epidermis formed by cornified keratinocytes (Figure 1—figure supplement 1E and Figure 5—figure supplement 3A). In addition, the ultra-structure of the epidermis was similar in both diet groups (Figure 5—figure supplement 3B). These observations suggest that the epidermal barrier function was not compromised in mice deprived of dietary AhR ligands and that diet-derived AhR ligands do not impact keratinocyte barrier.

### AhR activation regulates keratinocyte production of TGF-β in mouse and human

Langerhans cells migration is regulated by Tgf-β, which retains Langerhans cells in the epidermis (Kel et al., 2010; Bobr et al., 2012; Mohammed et al., 2016). Bioactive Tgf-β can be produced from the latent form upon cleavage by integrin-β8 expressed on keratinocytes (Mohammed et al., 2016; Cambier et al., 2005). 

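The 27 genes of a hand-written list of TGF-beta target and pathway genes had a median log2 fold change of 0.51 between the AhR-poor and the I3C diet with papain, with 17 of 27 higher and 9 differentially expressed (camera adjusted p = 1.31e-04, fry adjusted p = 4.82e-05). With vehicle the median was 0.00, with 14 of 27 higher and 5 differentially expressed (camera adjusted p = 0.00701, fry adjusted p = 0.0270). The vehicle median lay on either side of 0, at -0.08 without T111, where the test no longer passed (adjusted p = 0.125), at -0.04 without T100, where it did not pass either (adjusted p = 0.0672), and at 0.10 without T108. The list holds 3 genes, Col1a1, Col1a2 and Col3a1, that are also markers of dermal fibroblasts. The 4 Reactome sets on signaling by TGF-beta receptors had an adjusted p of 1 among the genes higher on the AhR-poor diet with either treatment.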

One of the pathways enriched in the epidermis of mice fed on the AhR-poor diet was related to Tgf-β regulation (Figure 5B). Indeed, expression of *Itgb8* was significantly higher in the epidermis of mice fed on the AhR-poor diet, with or without papain treatment (Figure 6A), suggesting increased release of bioactive Tgf-β in the skin of mice deprived of dietary AhR ligands. 

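Itgb8, which encodes integrin-β8, lies on chromosome 12 from 119158022 to 119238802 on the reverse strand. With papain it was at 5.49 ± 0.911 CPM on the I3C diet and 8.96 ± 1.84 CPM on the AhR-poor diet (SD, n = 4), a log2 fold change of 0.71 (standard error 0.21, edgeR adjusted p = 0.0219), and all 4 AhR-poor libraries lay above all 4 I3C libraries (exact permutation p = 0.0286). With vehicle it was at 5.82 ± 1.54 and 9.79 ± 2.53 CPM (SD, n = 4), a log2 fold change of 0.75 (standard error 0.21, edgeR adjusted p = 0.0616), and the groups overlapped (exact permutation p = 0.0571). Adjusted over the list alone, that is over the genes the paper names for each comparison, the adjusted p was 0.00581 with papain and 0.00825 with vehicle. Neither difference passed the threshold of 0.01 over all genes. In the 16 fits that left out a library, the log2 fold change stayed between 0.54 and 0.79 with papain and between 0.61 and 0.89 with vehicle. By DESeq2 the papain difference had an adjusted p of 0.00575, in a range of 0.00575 to 1 over its alternatives, and that with vehicle ranged from 0.0131 to 1. These ranges include the fits with a fibroblast or neutrophil covariate, which are hard to part from diet. The difference between the diets did not itself differ with treatment (interaction of -0.04 on the log2 scale, standard error 0.29, adjusted p = 0.975), and on the AhR-poor diet papain changed the gene by -0.13 (standard error 0.21, adjusted p = 0.695). From the higher expression of Itgb8, the paper proposes that more bioactive Tgf-β is released in the skin of mice without dietary AhR ligands.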

To directly test this, we measured total and bioactive Tgf-β release in skin explants. The concentration of bioactive Tgf-β, but not that of total Tgf-β, was significantly higher in the skin of mice fed on the AhR-poor diet (Figure 6B).

**Figure 6.**
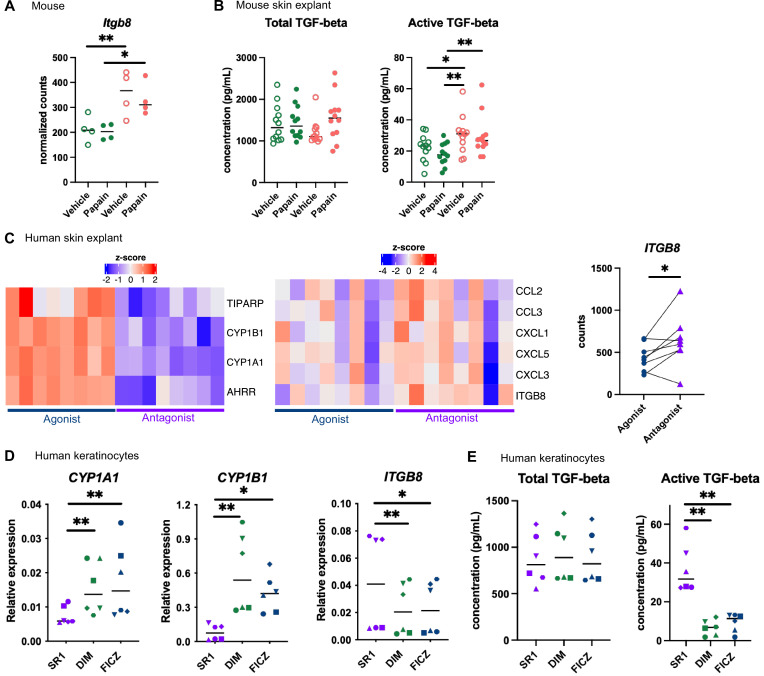
Aryl hydrocarbon receptor (AhR) activation regulates keratinocyte production of TGF-β in mouse and human. (**A, B**) Mice were placed on AhR-poor or indole-3-carbinol (I3C) diet for 3 wk of adaptation prior to the start of experiments. Papain or vehicle (PBS) was injected in the footpad at day 0. (**A**) After 6 hr, epidermal cells were extracted and subjected to RNA-seq analysis. n = 4 biological replicates. Normalized counts, median is shown. One-way ANOVA. (**B**) After 24 hr, footpad skin was collected and explants were cultured for 24 hr to prepare conditioned medium. TGF-β concentration was measured in the medium. Median is shown (n = 12 in three independent experiments). Kruskal–Wallis test. (**C**) RNA-seq data of human skin explant cultured in the presence of AhR agonist (FICZ) or AhR antagonist (SR1) was extracted from public source (GSE47944) (n = 8). Scaled expression of selected genes. Normalized counts for *ITGB8*, paired *t*-test. (**D, E**) Human HaCaT keratinocytes were cultured for 24 hr in the presence of AhR antagonist (SR1) or AhR agonists (DIM or FICZ). (**D**) Expression of selected genes was measured by RT-qPCR. Median is shown (n = 6 in three independent experiments, individual symbols represent paired conditions). Friedman test. (**E**) TGF-β concentration was measured in the supernatant. Median is shown (n = 6 in three independent experiments, individual symbols represent paired conditions). Friedman test. For all panels *p<0.05; **p<0.01; ***p<0.001.

To address the relevance of these results in human, we first reanalyzed public transcriptomic data from human skin exposed ex vivo to an AhR antagonist (Stemregenin-1, SR1) or agonist (6-formylindolo(3,2-b)carbazole, FICZ) (Di Meglio et al., 2014). FICZ is an endogenous AhR ligand produced from the photo-oxidation of tryptophan (Oberg et al., 2005; Wincent et al., 2009). As expected, canonical AhR target genes were upregulated in the FICZ-treated samples (Figure 6C). By contrast, chemokine genes (*CCL2, CCL3, CXCL1, CXCL3, CXCL5*) and *ITGB8* were more expressed in SR1-treated skin (Figure 6C). These results are consistent with our transcriptomic data from mouse epidermis (Figure 5D and Figure 6A). To confirm that AhR activation regulates bioactive Tgf-β release by human keratinocytes, we used a human keratinocyte cell line (HaCaT cells). We cultured differentiated human keratinocytes in the presence of an AhR antagonist (SR1) or two different physiological AhR agonists, FICZ (produced by photo-oxidation) or DIM (produced from phytonutrients). AhR activation increased the expression of canonical target genes *CYP1A1* and *CYP1B1*, but decreased the expression of *ITGB8* (Figure 6D). To directly address the impact of AhR activation on Tgf-β secretion, we measured total and bioactive Tgf-β in the supernatant. While total Tgf-β concentration was similar between treatments, bioactive Tgf-β was significantly more released by SR1-treated keratinocytes (Figure 6E). Taken together, these results indicate that lack of AhR activation increases the production of bioactive Tgf-β in the skin in both mouse and human, thereby inhibiting Langerhans cells migration.

## Discussion

In this work, we showed that lack of dietary AhR ligands exacerbates cutaneous allergic Th2 responses and airway allergy after skin sensitization. We found that homeostatic activation of AhR by diet-derived agonists down-modulates inflammation pathways in epidermal cells. In particular, mice deprived of dietary AhR ligands displayed hyperproduction of bioactive Tgf-β in the skin, impairing Langerhans cells migration and their action as down-modulators of Th2 cells induction in the lymph nodes.

Previous work has reported a role for Langerhans cells in suppressing T cell responses in various models. In hapten-induced contact hypersensitivity, which is mediated by CD8 T cells, Langerhans cells are essential for tolerance to haptens (Kaplan et al., 2005), and to down-modulate T cell responses by producing IL10 (Igyarto et al., 2009) and by inducing regulatory CD4 T cells (Gomez de Agüero et al., 2012). In models of cutaneous sensitization to ovalbumin, Langerhans cells depletion increased Th2 cutaneous responses (Marschall et al., 2021; Luo et al., 2019) and T follicular helper cells (Marschall et al., 2021), as well as airway inflammation after intranasal recall (Marschall et al., 2021). Langerhans cells depletion also exacerbated lung Th2 responses after epicutaneous sensitization to house dust mite (Deckers et al., 2017b). It has been proposed that Langerhans cells produce IL10 upon exposure to allergens (Luo et al., 2019), but the mechanisms by which Langerhans cells regulate Th2 responses, and whether regulatory T cells are involved, remain to be better characterized. Consistent with these observations, we propose a model whereby dietary AhR ligands regulate the severity of cutaneous Th2 responses via the control of Langerhans cells migration, with decreased numbers of Langerhans cells in skin-draining lymph nodes leading to exacerbated Th2 cytokine production.

We found that reduced Langerhans cells numbers in lymph nodes increased T cell secretion of IL5 and IL13, but not that of IL4. Similar observations were made in a model of house dust mite allergy (Deckers et al., 2017b). These results are consistent with previous work showing that IL4 and IL13 are produced in lymph nodes by distinct populations of T cells during helminth infection (Liang et al., 2012), and that IL4 expression is regulated in vivo by distinct transcriptional mechanisms from IL5 and IL13 expression (Kim et al., 1999; Tanaka et al., 2011; Bao and Reinhardt, 2015). We speculate that Langerhans cells modulate IL5- and IL13-producing T cells, but not IL4-producing T cells.

Previous studies have proposed a role for AhR in regulating airway inflammation. In a model of ovalbumin-induced airway allergy, AhR-deficient mice developed more severe allergic responses due to the increased ability of AhR-deficient T cells to proliferate and the higher activation of AhR-deficient lung DC (Thatcher et al., 2016). In another study using ovalbumin-induced airway allergy, systemic injection of high doses of the AhR agonist FICZ reduced eosinophilia and Th2 cytokines in the lung and blood IgE levels (Jeong et al., 2012). In addition, in a model of cockroach allergen-induced allergy, mice deficient for AhR in type II alveolar epithelial cells had increased airway hyperreactivity including eosinophilia and elevated Th2 cytokine secretion due to dysregulated autophagy (Wang et al., 2022). By contrast, we found that airway allergic responses induced by papain exposure were not affected by the lack of dietary AhR ligands. Our results suggests that dietary AhR ligands do not play a role in the induction by lung DC of Th2 polarization per se, in cytokine secretion by lung ILC2 or in the inflammatory response of lung epithelial cells. This discrepancy could be explained by ligand-specific effects or by redundant effects of AhR agonists from different sources, the lack of dietary AhR ligand being compensated in the lung by endogenous or microbiota-derived ligands.

AhR can be activated by xenobiotics, diet-derived molecules, metabolites produced by microbiota metabolism, as well as endogenous ligands produced by cellular metabolism (Rothhammer and Quintana, 2019). Here, we specifically focused on natural diet-derived AhR agonists, delivered by a physiological route, that is, food absorption. In epidermal cells, we found that dietary AhR agonists regulate inflammatory pathways, but not keratinocyte barrier genes. By contrast, AhR ligands produced by skin commensal microbiota have been shown to control genes involved in keratinocyte differentiation and function (Uberoi et al., 2021). These results could be explained by ligand-specific effects. In a model of MC903-induced atopic dermatitis, topical application or oral administration of microbiota-derived AhR ligand indole-3-aldehyde (IAId) reduced skin inflammation and type 2 responses, which was dependent on AhR (Yu et al., 2019). However, application of other AhR agonists such as kynurenin (an endogenous ligand) or indole-3-acetic acid (produced by microbiota) had no impact on disease symptoms (Yu et al., 2019). Mechanistically, it was shown that AhR activation by IAId regulated TSLP production by keratinocytes (Yu et al., 2019). By contrast, here we did not find any impact of dietary AhR ligands on TSLP production during papain-induced allergy. 

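In the epidermis 6 hr after papain, Tslp transcripts were at 8.35 ± 1.33 CPM on the I3C diet and 8.55 ± 1.11 CPM on the AhR-poor diet (SD, n = 4). The log2 fold change between the diets was 0.03 (standard error 0.25, edgeR adjusted p = 0.956) and the groups overlapped (two-sided exact permutation p = 0.714). It ranged from -0.05 without T113 to 0.12 without T114.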

In a model of imiquimod-induced psoriasis, AhR-deficient mice had exacerbated skin inflammation (Di Meglio et al., 2014), while topical application of the AhR agonists FICZ (Di Meglio et al., 2014) or Tapinarof (Smith et al., 2017) ameliorated disease symptoms. Moreover, AhR-deficient keratinocytes were hyperresponsive to inflammatory stimuli ex vivo and overexpressed inflammatory mediators such as CXCL1 and CXCL5 (Di Meglio et al., 2014), consistent with our findings. Collectively, these observations suggest ligand-specific effects of AhR activation in keratinocytes.

In addition, intestinal type 3 ILC and lymphoid follicles are reduced in mice fed on an AhR-poor diet compared to I3C diet (Kiss et al., 2011), but are normal in germ-free mice (Lee et al., 2012), suggesting distinct effects of diet-derived and microbiota-derived AhR ligands on type 3 ILC and lymphoid follicles. The underlying mechanisms of such ligand-specific effects remain unclear (Rothhammer and Quintana, 2019).

In conclusion, we show that diet-derived ligands are a major source of homeostatic stimulation of AhR in keratinocytes, dampening their response to inflammation and regulating the release of bioactive Tgf-β, but not the barrier function. These results provide novel insight into the gut–skin axis and could pave the way for optimizing diet interventions to reduce the development of cutaneous allergic diseases.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (mouse)	*Cd207*(*Langerin*)-eGFP-DTR	Kissenpfennig et al., 2005	RRID:IMSR_JAX:016940	Founder animals were donated by M.Vocanson (CIRI, Lyon, France)
Cell line (human)	HaCaT	Wilson, 2014	RRID:CVCL_0038	
Antibody	Anti-TCRβ BUV737 (hamster monoclonal, clone H57-597)	BD Biosciences	AB_2740818	1:200
Antibody	Anti-CD11c PerCpCy5.5 (hamster monoclonal, clone HL3)	BD Biosciences	AB_1727422	1:200
Antibody	Anti-SiglecF BV480 (rat monoclonal, clone E50-2440)	BD Biosciences	AB_2743940	1:200
Antibody	Anti-CD45 FITC (rat monoclonal, clone 30-F11)	BioLegend	AB_312973	1:200
Antibody	Anti-CD11b Pe-CF594 (rat monoclonal, clone M1/70)	BD Biosciences	AB_11154422	1:400
Antibody	Anti-MHCII BV786 (rat monoclonal, clone M5/114.15.2)	BioLegend	AB_2565977	1:200
Antibody	Anti-Ly6G BV605 (rat monoclonal, clone 1A8)	BioLegend	AB_2565880	1:200
Antibody	Anti-CD4 BV650 (rat monoclonal, clone RM4-5)	BioLegend	AB_2562529	1:200
Antibody	Anti-Ly6C AF700 (rat monoclonal, clone HK1.4)	BioLegend	AB_10643270	1:300
Antibody	Anti-EpCAM APCFire750 (rat monoclonal, clone G8.8)	BioLegend	AB_2629758	1:400
Antibody	Anti-CD11b PerCPCy5.5 (rat monoclonal, clone M1/70)	BD Biosciences	AB_394002	1:400
Antibody	Anti-TCRβ APC (hamster monoclonal, clone H57-597)	BioLegend	AB_313435	1:200
Antibody	Anti-CD4 FITC (rat monoclonal, clone RM4-5)	BD Biosciences	AB_394582	1:200
Antibody	Anti-CD19 APC-Cy7 (rat monoclonal, clone 1D3)	BD Biosciences	AB_396770	1:200
Antibody	Anti-CD172a BUV737 (rat monoclonal, clone P84)	BD Biosciences	AB_2871154	1:200
Antibody	Anti-CD19 BV480 (rat monoclonal, clone 1D3)	BD Biosciences	AB_2739509	1:200
Antibody	Anti-CD3 BV480 (hamster monoclonal, clone 500A2)	BD Biosciences	AB_2744035	1:200
Antibody	Anti-XCR1 BV510 (rat monoclonal, clone ZET)	BioLegend	AB_2565231	1:100
Antibody	Anti-CD11c BV785 (hamster monoclonal, clone N418)	BioLegend	AB_2565268	1:100
Antibody	Anti-CD86 FITC (rat monoclonal, clone GL1)	BD Biosciences	AB_394993	1:100
Antibody	Anti-CD26 PE (rat monoclonal, clone H194-112)	BioLegend	AB_2293047	1:200
Antibody	Anti-CD40 PerCP-efluor710 (rat monoclonal, clone 1C10)	eBioscience	AB_2573677	1:100
Antibody	Anti-PDL2 APC (rat monoclonal, clone TY25)	BioLegend	AB_2566345	1:100
Antibody	Anti-MHC II BV650 (rat monoclonal, clone M5/114.15.2)	BioLegend	AB_2565975	1:400
Software, algorithm	*DESeq2*	Love et al., 2014	v1.22.2	
Software, algorithm	GSEA	Subramanian et al., 2005	v4.0.3	
Software, algorithm	*QuPath*	Bankhead et al., 2017	v.0.3.1	
Software, algorithm	FlowJo	FlowJo LLC	v10	

### Animals

C57/B6J mice were obtained from Charles River (France). Mice were maintained on a purified diet (‘AhR-poor diet,’ AIN-93M, Safe diets) supplemented or not in indole-3-carbinol (I3C, 200 ppm, Sigma). In some experiments, mice were fed on a normal chow diet (4RF25 SV-PF 1609, Le comptoir des sciures). For Langerhans cells depletion, *Cd207*(*Langerin*)-eGFP-DTR mice (Kissenpfennig et al., 2005) were used with DTR^-/-^ littermates as controls and injected intraperitoneally with 500 ng of Diphtheria Toxin (Sigma) 3 d prior to allergen treatment. For AhR in vivo inhibition, mice were treated by intraperitoneal injection of 100 μg of AhR inhibitor CH-223191 (Invivogen) on three consecutive days prior to allergen treatment. Only female mice were used, except for the Langerhans cells depletion experiments. Mice were placed on the specific diet at 5 wk of age for a period of adaptation of 3 wk, before being used for any experiment. Because mice fed on the same diet had to be housed in the same cage, no randomization was performed. Mice were maintained under specific pathogen-free conditions at the animal facility of Institut Curie in accordance with institutional guidelines. Animal care and use for this study were performed in accordance with the recommendations of the European Community (2010/63/UE) for the care and use of laboratory animals. Experimental procedures were specifically approved by the ethics committee of the Institut Curie CEEA-IC #118 (authorization APAFiS#24554-2020030818559195v1 given by National Authority) in compliance with the international guidelines. For all animal experiments, the experimental unit is a single animal. Sample size was not calculated a priori. No animal was excluded from analysis. Blinding was performed during outcome assessment.

### Allergy models

For cutaneous allergy, mice were injected in the footpad with 50 μl of phosphate buffered saline (PBS, vehicle) containing or not 50 μg of papain (Sigma). Footpad skin was collected after 6 hr or 24 hr, popliteal lymph nodes were collected after 24 hr, 48 hr, or 6 d.

For epicutaneous sensitization, mice were first shaved on the flank. The next day, 500 μg of papain, or the same volume of PBS (vehicle), was applied on a 0.5 cm^2^ piece of sterile gauze that was then placed topically on the shaved skin. The gauze was protected by Tegaderm film (3 M), then removed after 2 hr. Inguinal lymph nodes were collected after 48 hr or 6 d.

For airway allergy, mice were anesthetized using isofluorane and exposed intranasally to 20 μl of PBS (vehicle) containing or not 10 μg of papain, at days 0, 1, 13, and 20. Blood was collected at day 20. Bronchoalveolar lavage, lungs and lymph nodes were collected at day 21.

For airway allergy after skin sensitization, mice were injected in the footpad with 50 μl of PBS (vehicle) containing or not 50 μg of papain (Sigma). At day 7, all mice were placed on the I3C diet. Mice were exposed intranasally to 20 μl of PBS (vehicle) containing or not 10 μg of papain at days 14, 15, 27, and 35. Bronchoalveolar lavage and lungs were collected at day 36.

### IgE measurement

Blood was collected and left at room temperature for 3 hr to coagulate. After centrifugation (450 × *g*, 10 min), serum was collected for analysis and kept at –20°C. IgE concentration was measured using ELISA (Invitrogen). The limit of detection was 140 pg/ml.

### Histology

Whole feet from treated mice were collected and fixed in formalin. Samples were decalcified in RDO (Eurobio Scientific) for 6 hr at 37°C before paraffin embedding. Samples were cut into 3 µm thin sections, deparaffinized and stained with hematoxylin (Dako), eosin (RAL Diagnostics), and Safran (RAL Diagnostics) (HES). Slides were scanned with Philips ULTRA FAST scanner 1.6 RA. Images were analyzed using *QuPath* (v.0.3.1) (Bankhead et al., 2017).

### Electron microscopy

Ear skin was collected with a 2 μm diameter punch and was fixed in 2% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.4) for 1 hr, post-fixed for 1 hr with 2% buffered osmium tetroxide, dehydrated in a graded series of ethanol solution, and then embedded in epoxy resin. Images were acquired with a digital camera Quemesa (SIS) mounted on a Tecnai Spirit transmission electron microscope (FEI Company) operated at 80kV.

### Indole measurement in mouse blood

Blood samples were collected in EDTA-coated tubes. Samples were centrifuged for 15 min at 1200 × *g* to obtain serum. Indoles levels were measured in serum using liquid chromatography coupled to high-resolution mass spectrometry (HPLC-HRMS) (Lefèvre et al., 2019). Briefly, 50–100 µl of serum were added to 800 μl of methanol and samples were vortexed for 5 min in a thermomixer at 4°C followed by an incubation at −20 °C for 30  min. After centrifugation at 13,300 × *g* for 10 min, the supernatant was collected and concentrated using a SpeedVac vacuum concentrator (Thermo Scientific). Samples were resuspended in 100 µl of 10% methanol solution, vortexed in a thermomixer for 5 min, and centrifuged at 13,300 × *g* for 10 min. 80 µl of each sample was transferred to a liquid chromatography vial and 10 µl injected in the HPLC-HRMS system. Chromatography was carried out with a Phenomenex Kinetex 1.7  µm XB – C18 (150 mm × 2.10 mm) and 100  Å HPLC column maintained at 55 °C. The solvent system comprised mobile phase A (0.5% [vol/vol] formic acid in water), and mobile phase B (0.5% [vol/vol] formic acid in methanol). The gradient was set-up as follows: 0–2 min, 0% B; 2–7 min, 0–50% B; 7–15 min, 50–100% B; 15–18 min, 100% B, 18–18.5 min 100–0% B and 18.5–21.5 min 0%B. HRMS analyses were performed on a HPLC Vantage Flex (Thermo Fisher Scientific) coupled to a Q-Exactive Focus mass spectrometer (Thermo Fisher Scientific) that was operated in positive (ESI+). The HPLC autosampler temperature was set at 4°C. The heated electrospray ionization source was set with a spray voltage of 4.5 kV, a capillary temperature of 250°C, a heater temperature of 475°C, a sheath gas flow of 35 arbitrary units (AU), an auxiliary gas flow of 10 AU, a spare gas flow of 1 AU, and a tube lens voltage of 100 V. During the HRMS acquisition, the scan range was set to m/z = 100–500 Da, the instrument operated at 70,000 resolution (m/z = 200), with an automatic gain control (AGC) target of 1 × 10^6^ and a maximum injection time (IT) set to automatic. Instrumental chromatography stability was evaluated by injection of a synthetic standard mixture with all metabolites of interest and quality control (QC) samples quality control obtained from a pool of the leftover of all samples analyzed. This QC sample was reinjected once at the beginning of the analysis, every 10 sample injections, and at the end of the run. Ionization and retention times were validated with pure standards and are summarized in the following table:

**Table:** 

**M**etabolite	**I**on	**M**ass	Retention time
I3C	[M-H_2_O]^+^	130.0651	9.7
L-Kynurenin	[M+H^+^]^+^	209.0920	4.1
DIM	[M-C8H7N1]^+^	130.0651	12.5
I-3-AA	[M+H^+^]^+^	176.0706	8.9

Peak area was used as read out for relative quantification of the metabolites across the samples and normalized by serum volume.

### Skin explant analysis

Skin from the footpad was harvested 24 hr after vehicle or papain treatment. Skin explants from both footpads were pooled and incubated for 24 hr in 1 ml of RPMI (Gibco) medium containing 10% fetal calf serum (FCS, Biosera). After centrifugation (450 × *g*, 5 min), conditioned medium was collected for analysis and kept at –20°C. TGF-β concentration was measured using ELISA (Total TGF-β1 Legend MAX and Free Active TGF-β1 Legend MAX, BioLegend). The limit of detection was 8 pg/ml for TGF-β1. CCL2, CCL3, and CXCL1 concentration was measured using CBA (BD Biosciences). The limit of detection was 10 pg/ml.

### Flow cytometry

Cells were stained with indicated antibody cocktails supplemented with Fc block (BD Biosciences) in FACS buffer (PBS containing 0.5% BSA and 2 mM EDTA) for 30–45 min on ice. After washing with FACS buffer, cells were resuspended in FACS buffer containing DAPI (Fisher Scientific, 100 ng/ml). Cells were acquired on a ZE5 (Bio-Rad) or FACSVerse (BD Biosciences) instrument. Supervised analysis was performed using FlowJo software v10 (FlowJo LLC).

### Bronchoalveolar lavage analysis

Bronchoalveolar lavage was collected by injection of 1 ml of PBS in the bronchoalveolar space. Suspensions were filtered using 40 μm cell strainers. After centrifugation (450 × *g*, 5 min), the lavage was collected for analysis of soluble mediators and kept at –20°C. IL5 and IL13 concentration was measured using Enhanced Sensitivity CBA (BD Biosciences). The limit of detection was 274 fg/ml.

Cells were stained with anti-TCRβ BUV737 (BD Biosciences, clone H57-597), anti-CD11c PerCpCy5.5 (BD Biosciences, clone HL3), anti-SiglecF BV480 (BD Biosciences, clone E50-2440), anti-CD45 FITC (BioLegend, clone 30-F11), anti-CD11b Pe-CF594 (BD Biosciences, clone M1/70), anti-MHCII BV786 (BioLegend, clone M5/114.15.2), anti-Ly6G BV605 (BioLegend, clone 1A8), anti-CD4 BV650 (BioLegend, clone RM4-5), anti-Ly6C AF700 (BioLegend, clone HK1.4).

### Lymph node cells analysis

For Th2 polarization analysis, lymph nodes were collected and dissociated by forcing through a 40 μm cell strainer. Cell suspensions were analyzed by flow cytometry after staining with anti-TCRβ APC (BioLegend, clone H57-597), anti-CD11b PerCpCy5.5 (BD Biosciences, clone M1/70), anti-CD4 FITC (BD Biosciences, clone RM4-5), and anti-CD19 APC-Cy7 (BD Biosciences, clone 1D3). Normalized cell numbers (2 × 10^5^ cells/well) were cultured for 24 hr in 100 μl of RPMI medium containing 10% FCS in the presence of 5 μl of anti-CD3/CD28 beads (Thermo Fisher). After centrifugation (450 × *g*, 5 min), supernatant was collected for analysis and kept at –20°C. IL4, IL5, IL10, IFN-γ, IL17A, and IL13 concentration was measured using Enhanced Sensitivity CBA (BD Biosciences). The limit of detection was 274 fg/ml.

For flow cytometry of DC, lymph nodes were cut into small pieces and incubated for 30 min at 37°C in digestion mix: RPMI containing 0.5 mg/ml DNAse I (Sigma) and 0.5 mg/ml collagenase D (Roche). Cell suspensions were then filtered using 40 μm cell strainers. Antibodies used were anti-CD172a BUV737 (BD Biosciences, clone P84), anti-CD19 BV480 (BD Biosciences, clone 1D3), anti-CD3 BV480 (BD Biosciences, clone 500A2), anti-XCR1 BV510 (BioLegend, clone ZET), anti-CD11c BV785 (BioLegend, clone N418), anti-CD86 FITC (BD Biosciences, clone GL1), anti-CD26 PE (BioLegend, clone H194-112), anti-CD40 PerCP-efluor710 (eBioscience, clone 1C10), anti-PDL2 APC (BioLegend, clone TY25), anti-MHC II BV650 (BioLegend, clone M5/114.15.2), and anti-EpCAM APCFire750 (BioLegend, clone G8.8).

### Epidermal cells analysis

Skin from the footpad was harvested using scalpels. The epidermis and dermis layers were separated after incubation at 37°C for 1 hr in 0.4 mg/ml dispase II (Roche). The epidermis was collected and then cut into small pieces using scalpels and incubated for 30 min with agitation at 37°C in RPMI containing 10% FCS and 0.5 mg/ml DNAse I. Suspensions were filtered using 40 μm cell strainers.

For Langerhans cells analysis, after centrifugation (450 × *g*, 5 min) cells were stained with anti-CD45 FITC (BioLegend, clone 30-F11), anti-EpCAM APCFire750 (BioLegend, clone G8.8) and anti-CD11b PerCPCy5.5 (BD Biosciences, clone M1/70).

For RNA-seq analysis, after centrifugation (150 × *g*, 5 min), dead cells were removed using EasySep Dead cell removal kit (StemCell). After this step, viability was around 70% as assessed by flow cytometry. Epidermal cells were composed of 95% keratinocytes (CD45- cells) as assessed by flow cytometry.

### Imaging of epidermis

For imaging*, Langerin*-eGFP-DTR mice were used. Mice were placed on the AhR-poor or I3C diet for 3 wk. Epidermis was prepared from ear skin after hair removal using a depilating cream (Veet). The epidermis and dermis layers were separated after incubation at 4°C for 16 hr in 0.2 mg/ml dispase II (Roche). Epidermal layers were fixed in 4% paraformaldehyde for 20 min at room temperature. After washing in PBS, epidermal layers were placed on coverslips and preserved using Fluoromount-G mounting medium (SouthernBiotech).

eGFP fluorescence was imaged on an inverted laser scanning confocal microscope (Leica DMI8 with a sp8 scanning unit) equipped with an oil immersion objective (×40, NA = 1.35). The 488 nm laser was used for excitation and eGFP signal was collected on an Hybrid detector. A pixel size of 0.28 μm was chosen and Z stacks of three planes were acquired (Z step = 1 micron).

Image analysis was performed using Fiji software (Schindelin et al., 2012). To analyze Langerin+ cells density, a homemade macro was used. After projection of the three planes, a mask of the total eGFP was obtained. In a second step, images were blurred using a large radius (3.4 microns) to distinguish cellular stroma and count the number of cells. Finally, the number of cells was normalized to the tissue area to compute cell density.

### RNA-seq library preparation

Epidermal cells were isolated 6 hr after vehicle or papain treatment. Cells were lysed in RLT buffer (QIAGEN). Total RNA was extracted using the RNAeasy minikit (QIAGEN) including on-column DNase digestion according to the manufacturer’s protocol. The integrity of the RNA was confirmed in BioAnalyzer using RNA 6000 Nano kit (Agilent Technologies) (8.8 < RIN < 10). Libraries were prepared according to Illumina’s instructions accompanying the TruSeq Stranded mRNA Library Prep Kit (Illumina). 500 ng of RNA was used for each sample. Library length profiles were controlled with the LabChip GXTouchHT system (Perkin Elmer). Sequencing was performed in three sequencing unit of NovaSeq 6000 (Illumina) (100-nt-length reads, paired end) with an average depth of 40 millions of clusters per sample.

### RNA-seq data analysis

Genome assembly was based on the Genome Reference Consortium (mm10). Quality of RNA-seq data was assessed using *FastQC*. Reads were aligned to the transcriptome using *STAR* (Dobin et al., 2013). Differential gene expression analysis was performed using *DESeq2* (v1.22.2) (Love et al., 2014). Genes with low number of counts (<10) were filtered out. Differentially expressed genes between ‘vehicle’ and ‘papain’ treatment for each diet, or between ‘AhR-poor diet’ and ‘I3C diet’ conditions for each treatment, were calculated using the design ‘group.’ Differentially expressed genes were identified based on adjusted p-value<0.01 and Log2 FoldChange>1. Complete gene lists are included in Figure 5—source data 1. Heatmaps of log2-scaled expression were generated with *ComplexHeatmap*. Pathway enrichment was analyzed using *EnrichR* (Kuleshov et al., 2016). Sequencing data has been deposited in GEO (accession number GSE198368).

### Analysis of public transcriptomic data

Data was downloaded from GEO. Raw count matrix was normalized using *DESeq2*. For human skin explant (GSE47944) (Di Meglio et al., 2014), data from non-lesional skin exposed to SR1 or FICZ was used. For mouse epidermis (GSE162925) (Uberoi et al., 2021), data from germ-free and specific pathogen-free mice were used. Heatmaps of log2-scaled expression were generated with *ComplexHeatmap*.

### Gene set enrichment analysis

GSEA (Subramanian et al., 2005) was performed using the GSEA software (version 4.0.3) with the default parameters, except for the number of permutations that we fixed at n = 1000. Results are considered significant when NES > 1 and FDR < 0.25. RNA-seq data from the epidermis of germ-free and specific pathogen-free mice (GSE162925) was normalized using *DESeq2*. Gene signature for keratinocyte differentiation (GO:0045616) was downloaded from MSigDB (v7.5.1) (Liberzon et al., 2015). Gene signature for epidermal cells in AhR-poor diet was obtained by using the top 500 differentially expressed genes upregulated in ‘AhR-poor diet’ versus ‘I3C diet’ for vehicle treatment, based on log2 fold change.

### Human keratinocyte culture

Human HaCaT keratinocytes were cultured with DMEM medium without glutamine or calcium (Gibco) supplemented with antibiotics (penicillin and streptomycin), 10% FCS treated with Chelex (Sigma) to removed endogenous calcium, and 0.03 mM calcium chloride (low-calcium growth medium). Cells were kept at 80% confluence in low-calcium growth medium in order to keep a basal undifferentiated phenotype (Wilson, 2014). For differentiation, cells were switched to the same medium containing 2.8 mM calcium chloride (high-calcium growth medium). Cells were mycoplasma-free.

HaCaT cells were exposed for 24 hr to 8 μM SR1 (Cayman Chemicals), 5 μg/ml diindolylmethane (DIM, Sigma), or 60 nM 6-formylindolo[3,2-b]carbazole (FICZ, Enzo Life Sciences) in low-calcium growth medium. Medium was then replaced by high-calcium growth medium, and cells were further cultured for 24 hr. Cells were lysed in RLT buffer and supernatants were collected for analysis using ELISA (Total TGF-β1 Legend MAX and Free Active TGF-β1 Legend MAX, BioLegend). The limit of detection was 8 pg/ml for TGF-β1.

### qPCR

Cells were harvested and lysed in RLT buffer (QIAGEN). RNA extraction was carried out using the RNAeasy micro kit (QIAGEN) according to the manufacturer’s instructions. Total RNA was retro-transcribed using the superscript II polymerase (Invitrogen), in combination with random hexamers, oligo dT and dNTPs (Promega). Transcripts were quantified by real-time PCR on a 480 LightCycler instrument (Roche). Reactions were carried out in 10 μl using a master mix (Eurogentec), with the following TaqMan Assays primers (Merck): *Cyp1a1* (Mm00487218_m1), *Muc5ac* (Mm01276705_g1), *Gob5* (Mm01320697_m1), *Gapdh* (Mm99999915_g1), *B2m* (Mm00437762_m1), *Polr2a* (Mm00839502_m1), *CYP1B1* (Hs00164383_m1), *CYP1A1* (Hs01054796_g1), *ITGB8* (Hs00174456_m1), *B2M* (HS00187842_m1), *HPRT* (Hs02800695_m1), and *RPL34* (Hs00241560_m1). The second derivative method was used to determine each Cp and the expression of genes of interest relative to the housekeeping genes (*Gapdh, B2m, Polr2a* for mouse and *B2M, HPRT, RPL34* for human) was quantified.

### Statistical analysis

Statistical tests were performed using Prism v9 (GraphPad Software). Statistical details for each experiment can be found in the corresponding figure legend. N corresponds to the number of biological replicates. Absence of asterisk indicates ‘nonsignificant.’ ANOVA was performed with Tukey’s multiple-comparisons test.

## Data Availability

Sequencing data has been deposited in GEO (accession number GSE198368). Figure 5 - Source Data 1 contains the list of differentially expressed genes. The following dataset was generated: SeguraE CrosA 2023RNA-seq analysis of epidermal cells from mice fed with a diet deprived or not in AHR ligandsNCBI Gene Expression OmnibusGSE198368

# Supplementary material for: Homeostatic activation of aryl hydrocarbon receptor by dietary ligands dampens cutaneous allergic responses by controlling Langerhans cells migration
**Source:** eLife. 2023 May 16;12:e86413. doi: 10.7554/eLife.86413
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |                                                   | N/A |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Key Resource Table                                |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |                                                   | N/A |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resource Table                                |     |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           | Material and Methods                              |     |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Material and Methods                                      |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                           | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | N/A        |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | N/A        |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | N/A        |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           | N/A        |

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               | Material and Methods                                                                                      |     |
| Randomisation                                                           | Material and Methods                                                                                      |     |
| Blinding                                                                | Material and Methods                                                                                      |     |
| Inclusion/exclusion criteria                                            | Material and Methods                                                                                      |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend | N/A |
|------------------------------------------------------------------------|------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | Each figure legend                             |     |
| Define whether data describe technical or biological replicates.       | Material and Methods                           |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Material and Methods                             |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                  | N/A |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  | N/A |

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                   | N/A |

| Statistics                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------|---------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | Material and Methods and each figure legend.      |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | data availability statement                         |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | data availability statement                         |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         |                                                     | N/A |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                   | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                   | N/A |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   | N/A |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

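Epidermal cells of the footpad were isolated from 16 female mice, 4 for each combination of diet (AhR-poor or I3C) and injection (vehicle or papain), 6 hr after the injection. Libraries were made with the TruSeq Stranded kit and aligned with STAR to mm10 by the authors, who deposited the count of reads on each gene and library without normalization. The paper's text does not name the counting tool, the annotation release or the strand setting. The counts were checked to be whole numbers whose sums differ between libraries, from 22500821 to 51844375. Of 50600 gene identifiers, 50376 were matched to a symbol in GENCODE release M21 for GRCm38, and 224 were not. Positions and shared exonic bases come from that annotation.

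Each library was assigned its diet and treatment from its label alone. Diet and cage are confounded, since mice on the same diet were housed together, and the labels do not name the sequencing unit, so neither was a term in a model. Genes with at least 10 counts in total were kept (22155), after the paper's own minimum. Library sizes were scaled with TMM factors in edgeR 4.0.16 under R 4.3.3, a mean was fitted for each of the 4 groups, and each comparison was taken from that model with the robust quasi-likelihood F test. The comparisons were the AhR-poor against the I3C diet with vehicle and with papain, papain against vehicle on each diet, and the interaction of diet and treatment. A shared papain response held genes differentially expressed in the same direction on both diets. A gene was called at a Benjamini-Hochberg adjusted p below 0.01 and a log2 fold change above 1 or below -1. Expression is given as CPM, counts scaled to the library total with TMM factors. Where all libraries of a group had 3 counts or fewer, the fold is a lower bound computed against that floor (without 1 library, with the same normalization), and where both groups did, no fold is given. Two-sided exact permutation tests compared the log2 CPM of 4 libraries with 4. Calls were also counted in other splits of the libraries, which for the interaction were 100 drawn at random, the real one included, with diets exchanged within each treatment.

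The genes named are those the paper names for these libraries, with 1 left out, the AhR target genes, and for each of the 4 comparisons the 3 largest rises and the 3 largest falls among the genes called, with at least 1 CPM on average and groups that do not overlap. The 4 genes of the interaction are all those that passed, and were named after their values were seen. Hand-written lists covered interferon-stimulated, oncostatin M pathway, collagen, chemokine and interleukin, TGF-beta target and pathway, keratinocyte barrier and AhR target genes, and markers of 15 cell types (Langerhans cells, basal and suprabasal keratinocytes, dermal fibroblasts, endothelial cells, pericytes and smooth muscle, adipocytes, skeletal muscle, Schwann cells, neutrophils, monocytes and macrophages, mast cells, T cells, eccrine sweat glands and melanocytes). Lists were tested in limma 3.58.1 with camera at a correlation of 0.01, with fry, and with camera at an estimated correlation, and adjusted within the 14 tests of pathway lists, the 60 of cell type lists and the 7 of the interaction. Which cell type lists carried alternatives in the papain responses was narrowed after it was seen which values reversed, to the fibroblast, endothelial and neutrophil lists on the AhR-poor diet and the neutrophil list on the I3C diet. Reactome sets from fgsea 1.28.0 with 10 to 500 genes were tested with a one-sided Fisher's exact test against the tested genes that belong to such sets.

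The alternatives were RLE factors, library size only, filterByExpr, at least 10 counts in every library, every gene with at least 1 count, the Wald test of DESeq2 1.42.0, only the 8 libraries compared, an adjusted p below 0.05, no minimum fold change, the mean log2 CPM of the fibroblast or the neutrophil markers as a covariate, and leaving out each library in turn. For single genes compared between the diets, ranges of adjusted p include the fits with a covariate, which are hard to part from diet. Single genes were judged under the alternatives by the adjusted p alone, without the minimum fold change. The model was tested on 3 simulated data sets with 200 changed genes, of which at least 195 (97.5%) were recovered, with at most 3 unchanged genes called. DESeq2 recovered at least 198 and called at most 5 unchanged genes, and the interaction test recovered at least 187. The changed genes lay well above the floor. They were changed in a single group, in both directions alike and by clearly more than the minimum fold change. The simulations therefore do not show how many changes near the floor or near that minimum are found. The skin explants, the flow cytometry and the public data sets of germ-free mice and human skin were left out, since they are not part of the count table.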

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

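The tests of the keratinocyte share, of single libraries with exchanged diets, of *Itgb8*, of the TGF-β list, of gene length and of GC content were chosen after the results were seen, as were the rule that decides the neutrophil test and the number that decides the dermal test.

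In 11 of the 124 groups of 4 libraries tested, for genes the paper names and for library totals, 1 library lay far from the other 3 by Dixon's ratio, where chance gives about 6.2. The values, with the range of the other 3 in CPM, were *Csf1* 20.1 in T101 (23.3 to 23.4) and *Oasl2* 1.36 in T100 (0.483 to 0.593) for AhR-poor vehicle; *Areg* 16.5 (8.32 to 9.66), *Tgfa* 23.0 (10.3 to 12.1) and *Vegfa* 79.3 (51.1 to 53.2) in T108 for I3C vehicle; *Ccl20* 24.1 in T114 (30.4 to 31.2), *Mmp13* 110 in T113 (39.4 to 47.7), *Ccl3* 1.53 in T106 (0.249 to 0.385) and *Cdsn* 94.3 in T106 (31.8 to 36.9) for I3C papain; and *Il24* 33.6 (14.9 to 16.5) and *Dsc1* 243 (414 to 445) in T104 for AhR-poor papain. Leaving out the library concerned changed 2 calls: *Ccl20* on the I3C diet no longer passed without T114 (log2 fold change 1.23, adjusted p = 0.0116 by edgeR), and *Cdsn* passed in the papain diet effect without T106 (1.62, adjusted p = 0.00372). A mislabelled library is argued against for treatment, since on the interferon-stimulated genes the papain and vehicle libraries of each diet were at least 1.40 apart (mean log2 CPM), and an exchange of diets between single libraries is argued against, since on the fibroblast markers the lowest AhR-poor library was 2.26 above the highest I3C library. An exchange of all diets would leave the same gap and was not tested. No biological explanation of single libraries was tested.

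The change with papain differed between the diets for 4 genes, by the interaction test of edgeR: *Sulf1* (3.41, adjusted p = 0.00127), *Efemp1* (1.65, adjusted p = 0.00127), *Akap12* (3.01, adjusted p = 0.00305) and *Glul* (1.37, adjusted p = 0.00439). They are named here after their values were seen, since the rule for named genes covers the other comparisons. *Glul* no longer passed in 10 of the 16 fits without 1 library (adjusted p up to 0.0217, without T108) and *Akap12* in 5 (up to 0.0140, without T102). The number of genes was 2 without T108, T114, T115, T102 or T104, 14 without T100, 23 without T106 and 96 without T112, and all 4 genes were kept in the last 3. Of 100 splits of the libraries, 4 gave as many genes, the real one included, and the largest other split gave 197. Diets were exchanged within each treatment with the diet effects left in, which can then appear as an interaction. The number therefore cannot be judged from these splits. Mean CPM of *Glul* and *Efemp1* was lower with papain than with vehicle on both diets, by less on the AhR-poor diet. For *Sulf1* and *Akap12* it was lower with papain on the I3C diet and higher on the AhR-poor diet. Which cells carry the 4 transcripts was not tested.

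As lists, 4 of the 7 tested for the interaction passed by camera and by fry: chemokine and interleukin genes (median 1.03, 60 of 65 genes above 0, camera adjusted p = 9.85e-16), collagen genes (0.41, 31 of 43, adjusted p = 1.52e-04), TGF-β target and pathway genes (0.48, 19 of 27, adjusted p = 3.10e-04) and AhR target genes (0.31, 5 of 6, adjusted p = 0.0472). With an estimated correlation 1 of the 7 passed, the chemokine and interleukin genes. The collagen median was 0.69 without T106, and the TGF-β median was 0.15 without T108 (adjusted p = 0.0122). The AhR target list no longer passed in 10 of the 16 fits without 1 library (adjusted p up to 0.121, without T112). It also failed camera with library size only (0.35, adjusted p = 0.0565) and with at least 10 counts in every library (0.34, 4 genes, adjusted p = 0.0735). For the TGF-β list in the papain diet effect, its 3 fibroblast markers are argued against as the whole cause, since the other 24 genes still rose (median 0.22; as a single test, the adjusted p = 0.0064 by camera in limma, and 0.0013 by fry, equals the unadjusted).

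Markers of other cell types were higher on the AhR-poor diet. The paper's methods give the epidermal cells as 95% keratinocytes, taken as CD45-negative cells, by flow cytometry, with no value for each diet, which leaves room for leukocytes and does not separate keratinocytes from other CD45-negative cells. The medians in the vehicle and papain diet effects were, by camera, Langerhans cells 1.32 and 1.23 (adjusted p = 9.71e-11 and 1.17e-04), dermal fibroblasts 4.08 and 6.33 (3.89e-20 for both), endothelial cells 3.798 and 5.02 (5.21e-20 and 2.30e-14), adipocytes 2.57 and 3.48 (1.48e-06 and 2.68e-05), skeletal muscle 2.65 and 4.35 (1.55e-06 and 1.51e-04), neutrophils 2.19 and 5.23 (1.08e-07 and 4.63e-10), monocytes and macrophages 2.52 and 3.49 (1.05e-11 and 1.53e-11), mast cells 4.10 and 5.94 (9.41e-11 and 3.29e-11) and melanocytes 2.58 and 2.58 (3.53e-08 and 1.06e-04), and T cells 1.25 in the papain diet effect (8.16e-04). With genes at the detection floor set to their bound, the medians were fibroblasts 3.69 and 6.33, endothelial cells 3.31 and 4.75, adipocytes 2.61 and 3.48, muscle 1.67 and 2.81, neutrophils 1.91 and 4.77, monocytes and macrophages 1.77 and 2.81, mast cells 2.16 and 4.14 and melanocytes 1.71 and 2.24. Of the 60 cell type tests, 30 passed by camera, 27 also by fry and 9 also with an estimated correlation.

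In I3C libraries, few of these markers are abundant: above 10 CPM in both I3C groups were 7 of 11 Langerhans, 5 of 18 fibroblast, 0 of 12 endothelial, 0 of 7 adipocyte, 0 of 9 muscle, 1 of 14 neutrophil, 1 of 12 monocyte and macrophage, 0 of 9 mast cell, 1 of 10 T cell and 0 of 6 melanocyte genes. Another list holds 4 of the fibroblast genes and 1 each of the neutrophil, mast cell and T cell genes.

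Cells of the dermis carried into the preparation may raise the matrix genes. This explanation needed the fibroblast list and the endothelial, pericyte and Schwann cell lists to rise, and 1 of these 3 did in both diet effects, the endothelial list. The pericyte list had medians of 0.56 and 0.37 (camera adjusted p = 0.0855 and 0.0955, fry 0.0161 and 1.57e-04; 0.01 and 0.37 with bounds), and passed camera with vehicle without T108 (0.67, 0.0349), T101 (0.78, 0.0176) or T112 (0.56, 0.0432) and with papain without T112 (0.49, 0.0411); its papain median was 0.57 without T115 (adjusted p = 0.0823). The Schwann cell list had -0.14 and 0.18 (adjusted p = 0.773 and 0.628; -0.14 and 0.15 with bounds; with filterByExpr -0.36 for vehicle, adjusted p = 0.0401, in a range of 0.0401 to 0.999 over the alternatives), with -0.09 for vehicle without T102 and 0.12 for papain without T104. As a description chosen after the values were seen, 14 of 18 fibroblast and 11 of 12 endothelial markers had all 4 AhR-poor vehicle libraries above all 4 I3C libraries, where the share that chance gives for groups fully apart in either direction is 0.0286. The most abundant fibroblast markers moved little: *Gsn* had 1264, 1220, 1500 and 1606 CPM (I3C vehicle, I3C papain, AhR-poor vehicle, AhR-poor papain), *Sparc* 196, 122, 148 and 156 and *Thy1* 80.5, 157, 69.5 and 165, against 0.197, 0.234, 1.59 and 21.8 for *Pdgfra* and 0.185, 0.137, 3.20 and 12.6 for *Dpt*. The 5 above 10 CPM had a median of 0.40 in the papain diet effect and the other 13 had 6.51, but a high level in the epidermis would hide a small share. For the matrix genes, dermal cells, a change within epidermal cells and a difference between cages stay open. Red blood cell transcripts were also higher on the AhR-poor diet. With vehicle, means on the I3C and AhR-poor diets were 0.424 and 25.7 CPM for *Hba-a1* and 0.112 and 3.19 for *Alas2*. With papain they were 1.40 and 149 CPM for *Hba-a1* and 0.227 and 17.2 for *Alas2*. What these transcripts say of the matrix genes was not tested.

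A lower share of keratinocytes would raise the markers of all other types alike. It is argued against as the whole cause with vehicle, since the fibroblast markers rose by 2.39 more than the T cell markers (mean log2 CPM; exact two-sided permutation p = 0.0286, the smallest 4 against 4 can give), with the lowest AhR-poor library at 1.28 and the highest I3C library at -0.55, and the Langerhans cell markers by 0.87 more (exact permutation p = 0.0286).

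Neutrophils and other leukocytes in the preparation are a candidate source of part of the chemokine and *Il1b* transcripts after papain. Of 7 neutrophil markers named in advance, 5 were called higher in the papain diet effect (*Csf3r*, *Il1r2*, *Retnlg*, *Clec4d* and *Trem1*), while *Cxcr2* (0.50, adjusted p = 0.143) and *Ly6g* (adjusted p = 0.0111) were not. *Il1r2* is less telling, since it had 66.7 CPM in I3C vehicle libraries. For the neutrophil and the monocyte and macrophage markers, the mean log2 CPM differed between the diets after papain (exact two-sided permutation p = 0.0286 for both). Levels in the order above were 0.189, 16.6, 0.864 and 63.5 CPM for *S100a8*, 0.0271, 0.739, 0.608 and 57.8 for *Csf3r* and 0.260, 0.717, 5.63 and 74.8 for *Lyz2*. In the papain responses the neutrophil list rose by a median of 6.38 on the AhR-poor diet (5.79 with bounds) and 4.73 on the I3C diet (2.96 with bounds; 2.98 without T106). Among genes with at least 10 counts in every library, 4 neutrophil markers were left, with a median of 0.79 in the papain diet effect (adjusted p = 0.0614 by camera). The markers dropped by this filter are those near the floor in some libraries, so it cannot test their rises. More leukocytes on the AhR-poor diet could be biological or come from the preparation, and the counts do not part the sources.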

How the results depend on the processing

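Each result was recomputed with 1 choice changed at a time, and where a value moved, the cause was not tested. Values are log2 fold changes or medians of them for genes and lists, and numbers of genes for comparisons. The main values, given in the same order, were 352 genes higher and 0 lower (151 at an unadjusted p below 0.05 and a log2 fold change below -1) in the vehicle diet effect, 1583 and 22 in the papain diet effect, 4 and 0 (191 by the same measure) in the interaction, and 2 of 908 Reactome sets (0.220%) in the shared papain response. The cell type lists that carried alternatives in the papain responses were chosen after it was seen which values reversed.

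With RLE factors, all 12 numbers of genes stayed within 1.5 times the main number, and the median of the TGF-β list in the vehicle diet effect turned from 0.0037 to -0.0024. With library size only, 11 genes were lower in the papain diet effect and 10 were higher in the interaction (the 4 among them). The chemokine and interleukin list (0.29, vehicle) and the AhR target list (0.35, interaction, adjusted p = 0.0565) no longer passed, and the sweat gland list turned to 0.087 (papain).

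With filterByExpr, the 12 numbers of genes stayed within 1.5 times, the pericyte list turned to -0.025 (vehicle) and the sweat gland list to 0.066 (papain), and the Schwann cell list (-0.36, vehicle, 6 genes) passed (adjusted p = 0.0401). With every gene that had at least 1 count, 7 genes were higher in the interaction. With at least 10 counts in every library, the vehicle diet effect kept 58 genes higher, the papain diet effect had 556 higher (536 of them called before) and 5 lower, and the papain response on the AhR-poor diet had 651 higher and 346 lower (610 and 343 called before). That filter drops genes near the floor in any group, so it cannot test rises from the floor. Under it the chemokine and interleukin list fell to 0.046 (vehicle) and no longer passed, nor did the AhR target list (0.34, interaction, 4 genes, adjusted p = 0.0735). The TGF-β list turned to -0.017 (vehicle), the pericyte list to -0.073 (vehicle) and -0.35 (papain), and the sweat gland list to 0.11 (papain). The neutrophil list no longer passed in the papain diet effect (0.79, 4 genes, adjusted p = 0.0614) or in the I3C papain response (3.85, adjusted p = 0.0579), nor did the fibroblast list in the AhR-poor papain response (0.96, 8 genes, adjusted p = 0.0784), and in the diet effects the fibroblast list still passed, at 0.24 (vehicle) and 0.82 (papain).

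With the Wald test of DESeq2, the vehicle diet effect had 589 genes higher (all 352 among them) and 6 lower, the interaction had 202 higher and 5 lower, and 4 Reactome sets (0.441%) passed in the shared papain response, the 2 main sets among them. With an adjusted p below 0.05, the vehicle diet effect had 582 higher and 5 lower, the papain diet effect 70 lower, and the interaction 60 higher and 3 lower. With no minimum fold change, 680 genes were lower in the papain diet effect, 2749 higher and 2228 lower in the papain response on the AhR-poor diet, 2821 and 2864 on the I3C diet, and 1753 and 1713 in the response shared by both diets. With both of these looser choices, 12.7% of the Reactome sets passed in the shared papain response, 1 of the 2 main sets among them. With only the 8 libraries compared, all 10 numbers of genes stayed within 1.5 times.

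With the mean log2 CPM of the fibroblast markers as a covariate, which follows diet, 0 genes were higher in the vehicle diet effect and 0 in the papain diet effect, and 0 were lower in the papain diet effect (at an unadjusted p below 0.05 and the same minimum fold change, 196 higher and 524 lower in the vehicle and 161 and 434 in the papain diet effect). These signs reversed in the papain diet effect: Col4a1 -0.10, Col5a1 -1.60, Itgb2 -1.37, Itgb7 -2.17, Il1b -3.60, Cxcl3 -3.63, Ccl3 -3.54, Cldn1 -0.11, Dsg1a 0.019, Ivl -0.93, Flg -0.62, Cdsn -1.96, Krt10 0.34, Tjp3 -0.80, Ahrr -2.19, Tiparp 0.20, Nqo1 0.19 and Cd207 -1.72. In the vehicle diet effect they were Col5a1 -1.44, Itgb2 -1.43, Itgb7 -1.79, Il1b -2.49, Cxcl3 -4.24, Ccl3 -2.89, Cldn1 -0.030, Ivl -0.34, Cdsn -0.70, Tjp3 -0.52, Ahrr -0.98, Cd207 -0.18, Xist 0.19 and Hbb-bs -0.11. None of these reversed values passed an adjusted p of 0.01. The lowest AhR-poor library lay 2.26 above the highest I3C library in the covariate, so the fit can hardly part it from diet. No conclusion can be drawn from these signs.

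With the neutrophil markers as the covariate, 54 genes were higher in the vehicle diet effect (52 of the 352) and 19 in the papain diet effect, and 0 were lower in the papain diet effect (unadjusted, 687 higher and 212 lower, and 630 and 194). The signs that reversed were Itgb7 -0.35, Cldn1 -0.015, Dsg1a 0.0024, Krt10 0.17, Tjp3 -0.18, Ahrr -0.28, Nqo1 0.18 and Cd207 -0.14 in the papain diet effect, and Itgb7 -0.26, Cxcl3 -0.10 and Tjp3 -0.057 in the vehicle diet effect. None of these reversed values passed an adjusted p of 0.01. Within each treatment, the diets did not overlap in this covariate either.

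With fry in place of camera, the oncostatin M list passed on the I3C diet (0.56, adjusted p = 0.0168) and the AhR target list in the papain diet effect (0.62, adjusted p = 0.00217), while in the vehicle diet effect the chemokine and interleukin (0.24) and barrier (0.29) lists no longer passed. With camera at an estimated correlation, none of the 14 pathway tests passed (4 had an unadjusted p below 0.05). The main test had passed for the interferon-stimulated genes (3.61 AhR-poor, 2.75 I3C), the oncostatin M list (0.87 AhR-poor) and the collagen (1.56 papain, 0.67 vehicle), chemokine and interleukin (1.29, 0.24), TGF-β (0.51, 0.0037) and barrier (0.29 vehicle) lists.

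Leaving out each library in turn gave 172 (without T108) to 435 (without T106) genes higher and 0 to 1 lower in the vehicle diet effect, 6 (without T104) to 33 (without T106) lower in the papain diet effect, and 2 (without T108, among others) to 96 (without T112) higher and 0 to 1 lower in the interaction. In the papain diet effect, Tslp ranged from -0.055 (without T113) to 0.12, Cldn1 from -0.045 (without T107) to 0.071, the barrier list from -0.041 (without T107) to 0.12, the AhR target list from 0.48 to 0.81, the suprabasal list from -0.053 (without T113) to 0.074 and the sweat gland list from -0.13 to 0.32 (without T114). In the vehicle diet effect, Cldn1 ranged from -0.012 (without T111) to 0.16, Dsg1a from -0.051 (without T103) to 0.19, Dsc1 from -0.019 (without T103) to 0.49, Cyp1a1 from -0.70 to 0.12 (without T110), the chemokine and interleukin list from 0.074 (without T100) to 0.33, the TGF-β list from -0.077 (without T111) to 0.10 and the barrier list from 0.074 (without T103) to 0.46. The oncostatin M list on the I3C diet ranged from 0.40 to 0.61.

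Over all values of single genes, those printed above included, 7 turned stronger with DESeq2 and 2 with filterByExpr, 3 turned weaker with every gene that had at least 1 count, 1 of 70 with at least 10 counts in every library, 1 with library size only and 0 with RLE factors. With the fibroblast covariate 18 of 65 turned weaker and with the neutrophil covariate 22 of 65. With only the 8 libraries compared, 5 of 97 turned weaker and 4 stronger, and of the 1616 values with 1 library left out, 86 turned weaker, 6 stronger and 10 reversed. For all cell type lists, 17 of 34 values turned weaker with camera at an estimated correlation, 3 turned weaker and 2 stronger with fry, and with 1 library left out 9 of 544 turned weaker, 13 stronger and 10 reversed.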

Differences from the paper's values

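For the vehicle diet effect, the paper's supplement lists 589 genes more than 2-fold higher on the AhR-poor diet and 6 more than 2-fold lower, against 352 and 0 here (151 lower at an unadjusted p below 0.05 and a log2 fold change below -1). All 352 are among the paper's 589. The paper's 589 and 6 were counted over the 696 entries with values, since 304 of its 1000 entries had none. Of the alternatives set before the data were examined, the Wald test of DESeq2 gave 589 genes higher, all of them in the paper's list, and 6 lower, and an adjusted p below 0.05 gave 582 and 5. For the genes higher, the fit of only the 8 libraries compared (520) and the fit without the I3C papain library T106 (435) also came within 1.5 times the paper's number. The others did not: RLE factors 341, library size only 358, filterByExpr 344, at least 10 counts in every library 58, at least 1 count 354, no minimum fold change 382, the fibroblast covariate 0 (196 at an unadjusted p below 0.05 and the same minimum fold change), the neutrophil covariate 54, and from 172 to 388 in the other 15 fits without 1 library. For the genes lower, every alternative other than DESeq2 and an adjusted p below 0.05 gave 0 or 1.

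Figure 5—figure supplement 2C shows median normalized counts of Dsg1a of about 4200 (I3C vehicle), about 1700 (I3C papain), about 4400 (AhR-poor vehicle) and about 2300 (AhR-poor papain), read by eye, against 61741, 46495, 65480 and 40361 here. For the median normalized counts of Tjp3 it shows about 61000, about 46000, about 64000 and about 40000, read by eye, against 4312, 1714, 4499 and 2341 here. RLE factors, library size only and DESeq2, the alternatives set before the data were examined that change normalized counts, closed none of these 8 gaps. The values in the panel of each gene lie near the counts found here for the other gene. The other 46 of the 54 medians read from figures did not differ by this measure, and neither did any of the 46 log2 fold changes in the supplement, of which the largest difference was 0.14.

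The paper states that *Itgb8* is significantly higher on the AhR-poor diet with and without papain. Here the log2 fold change by edgeR was 0.71 with papain (adjusted p = 0.0219), with all 4 AhR-poor libraries above all 4 I3C libraries, and 0.75 with vehicle (adjusted p = 0.0616), where the lowest AhR-poor library (6.76 CPM) was below the highest I3C library (7.78 CPM), so neither passed 0.01 over all genes. The paper's marks come from a one-way ANOVA of this gene alone, from p below 0.05. Adjusted over the genes the paper names, the adjusted p was 0.00581 with papain and 0.00825 with vehicle, so a test of fewer genes passes in both. With papain, 2 alternatives did, DESeq2 (adjusted p = 0.00575) and the fit of only the 8 libraries compared (adjusted p = 0.00906), within a range up to 1 over the alternatives. With vehicle, the adjusted p ranged from 0.0131 (DESeq2) to 1, and none passed.

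*Ivl* and *Cdsn* carry marks of significance between the diets, with vehicle and with papain, in Figure 5—figure supplement 2C. In the papain diet effect the adjusted p from edgeR was 0.0357 for *Ivl* (log2 fold change 0.92) and 0.0629 for *Cdsn* (1.11). *Ivl* passed 0.01 with DESeq2 (adjusted p = 0.00363, in a range up to 1 over the alternatives) and without the I3C papain library T106 (adjusted p = 2.32e-04), and *Cdsn* passed without T106 (adjusted p = 0.00372) but with no change of method (adjusted p = 0.0248 to 1). In the vehicle diet effect the values were 0.78 for *Ivl* (adjusted p = 0.212, from 0.0632 to 1 over the changes of method) and 1.16 for *Cdsn* (adjusted p = 0.190, from 0.0713 to 1), and no alternative passed. These marks too come from a one-way ANOVA of each gene alone, from p below 0.05, and adjusted over the genes the paper names the adjusted p was 0.0104 and 0.0214 with papain and 0.0412 and 0.0397 with vehicle (*Ivl*, *Cdsn*).

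The paper names the leptin pathway among those enriched in genes changed by diet. In the Reactome sets used here, both sets named Signaling by Leptin held 1 called gene in each diet effect, with an adjusted p of 1, and the 4 sets named for TGF-β receptor signaling held 0 called genes. These sets are not the databases the paper used.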

Other observations

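The tests of gene length, GC content and *Itgb8* below were chosen after the results were seen.

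For the vehicle diet effect, the papain diet effect and the papain response on each diet, 1 of the 35 splits of the 8 libraries, the real one, gave as many genes, and the largest other split gave 0, 0, 1 (AhR-poor) and 0 (I3C). For the response shared by both diets it was 1 of 100 drawn splits, and the largest other gave 0. Since mice on 1 diet shared a cage, these splits do not separate diet from cage.

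Nearly all genes called between the diets were higher on the AhR-poor diet, 100% with vehicle and 98.6% with papain, where with no minimum fold change the papain share was 72.6% (1802 higher and 680 lower). A difference in library size is argued against, since the totals did not differ between the 8 libraries of each diet (exact two-sided permutation p = 0.942). A trend with gene length or GC content is argued against as the whole cause. Over 20 bins, the median log2 fold change of all genes lay between -0.07 and 0.04 with vehicle and between -0.18 and 0.15 with papain for gene length, and between -0.04 and 0.0047 and between -0.04 and 0.08 for GC content. When each library was corrected in these bins and all genes were fitted again, 342 genes were called higher with vehicle and 1558 with papain for gene length, against 0 (151 at an unadjusted p below 0.05 and lower by more than 1) and 19 lower, and 342 and 1594 for GC content, against 0 (154) and 16. With vehicle, the number of genes higher was 172 without T108, 209 without T109, 192 without T110, 228 without T111 and 212 without T100. Transcripts of cell types other than keratinocytes stay an open explanation of the direction.

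*Itgb8* could rise because dermal fibroblasts carry it, and this stays open. If its excess over the I3C diet had grown from vehicle to papain as that of the 13 fibroblast markers not above 10 CPM in both I3C groups did (median ratio 4.14), it would have reached 21.9 CPM in the AhR-poor papain libraries, or 14.1 at the smallest ratio (2.16). It was 8.96 ± 1.84 CPM (SD), with a highest library of 11.6. Over all 18 markers, however, *Gsn* gives a ratio of 1.63 and 12.0 CPM, close to that library, 3 have no excess with vehicle, and the ratios reach 15.5 (*Pdgfra*), so the markers do not grow alike and no fixed level per fibroblast can be assumed. Other dermal cells as a source were not tested. The interaction was -0.04 (adjusted p = 0.975).

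The paper found no difference between diets in Langerhans cell density. In the libraries, *Cd207* was higher on the AhR-poor diet, 55.2 against 17.9 CPM with vehicle (log2 fold change 1.62, adjusted p = 0.0174 by edgeR, from 6.54e-04 to 1 over the changes of method) and 33.7 against 13.9 with papain (1.27, adjusted p = 0.0185, from 0.00402 to 1), with all 4 libraries above in both (exact permutation p = 0.0286). It passed 0.01 with DESeq2 and with filterByExpr in both, and with vehicle also in the fit of only the 8 libraries compared. It passed without T106 (0.00107 with vehicle; 1.76 and 3.15e-04 with papain) and with vehicle without T115 (0.00690). *H2-Ab1* had 146 against 53.0 CPM with vehicle. The counts do not give the number of cells, so a change in transcripts per cell stays untested.

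The paper measured low *Cyp1a1* in the liver on the AhR-poor diet. In the epidermis, *Cyp1a1* with papain was higher on the AhR-poor diet, 1.67 against 0.235 CPM (2.79, adjusted p = 9.19e-04 by edgeR), as was *Cyp1b1* (1.48, adjusted p = 0.00110), each with all 4 libraries above. *Aldh3a1* was 0.76 (adjusted p = 0.00313), and did not pass 0.01 without T113, T115, T104 or T105 (0.0101 to 0.0120). *Ahrr* (0.47, adjusted p = 0.368), *Tiparp* (-0.13, 0.701) and *Nqo1* (-0.33, 0.286) did not pass, and *Tiparp* shares 223 exonic bases with a gene on the opposite strand. With vehicle, none of the 6 passed: *Cyp1a1* -0.30 (adjusted p = 0.879; 0.12 without T110), *Cyp1b1* 1.02 (0.0497; 0.00744 with DESeq2, in a range up to 1), *Ahrr* 0.64 (0.468), *Tiparp* -0.28 (0.610), *Nqo1* -0.36 (0.556) and *Aldh3a1* -0.10 (0.890). From vehicle to papain, mean *Cyp1a1* went from 1.49 to 0.235 CPM on the I3C diet and from 1.22 to 1.67 on the AhR-poor diet. Mean CPM of *Cyp1b1* and *Aldh3a1* was lower with papain than with vehicle on both diets. No explanation of the higher levels on the AhR-poor diet with papain was tested, an exchange of all diets among them.

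*Xist* fell by 0.72 on the AhR-poor diet with papain (adjusted p = 0.00522 by edgeR, all 4 libraries below) and did not pass without T113, T115, T104, T107 or T112 (0.0150 to 0.0184). With vehicle it was -0.15 (adjusted p = 0.802). All mice were female, and no explanation was tested.

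The other cell type lists gave less. T cell markers with vehicle were 0.60 (9 of 10 genes above 0, camera adjusted p = 0.0251, fry 0.211) and did not pass camera without T110, T111, T100 or T102 (up to 0.0865). Basal keratinocyte markers were -0.24 with vehicle (adjusted p = 0.00234, fry 0.107) and -0.33 with papain (0.0522, fry 0.119), the latter past 0.05 without T108, T109, T111, T106, T114, T115, T101, T104 or T112 (0.0259 to 0.0498), and with library size only (0.0443) or RLE factors (0.0500, just under). Suprabasal markers were 0.15 with vehicle (0.0396, fry 0.214), not past 0.05 without T108 (0.04), T109, T102, T103 (0.10) or T105 (up to 0.307), and 0.24 without T100, and 0.0021 with papain (0.613), where 6 of the fits without 1 library turned the sign (to -0.05 without T113). Sweat gland markers were 0.26 with vehicle (0.579; from 0.03 without T103 to 0.41 without T111) and -0.02 with papain (0.908; 0.32 without T114). All 10 basal and all 10 suprabasal genes, 2 of 9 pericyte, 2 of 9 Schwann cell and 0 of 8 sweat gland genes were above 10 CPM in both I3C groups, and another list holds 1 basal and 2 suprabasal genes.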
